# Role of microRNA 690 in Mediating Angiotensin II Effects on Inflammation and Endoplasmic Reticulum Stress

**DOI:** 10.3390/cells9061327

**Published:** 2020-05-26

**Authors:** Kalhara R. Menikdiwela, Latha Ramalingam, Mostafa M. Abbas, Halima Bensmail, Shane Scoggin, Nishan S. Kalupahana, Asha Palat, Preethi Gunaratne, Naima Moustaid-Moussa

**Keywords:** adipocytes, renin–angiotensin system (RAS), obesity, miR-690, endoplasmic reticulum (ER) stress, inflammation

## Abstract

Overactivation of the renin–angiotensin system (RAS) during obesity disrupts adipocyte metabolic homeostasis and induces endoplasmic reticulum (ER) stress and inflammation; however, underlying mechanisms are not well known. We propose that overexpression of angiotensinogen (Agt), the precursor protein of RAS in adipose tissue or treatment of adipocytes with Angiotensin II (Ang II), RAS bioactive hormone, alters specific microRNAs (miRNA), that target ER stress and inflammation leading to adipocyte dysfunction. Epididymal white adipose tissue (WAT) from B6 wild type (Wt) and transgenic male mice overexpressing Agt (Agt-Tg) in adipose tissue and adipocytes treated with Ang II were used. Small RNA sequencing and microarray in WAT identified differentially expressed miRNAs and genes, out of which miR-690 and mitogen-activated protein kinase kinase 3 (MAP2K3) were validated as significantly up- and down-regulated, respectively, in Agt-Tg, and in Ang II-treated adipocytes compared to respective controls. Additionally, the direct regulatory role of miR-690 on MAP2K3 was confirmed using mimic, inhibitors and dual-luciferase reporter assay. Downstream protein targets of MAP2K3 which include p38, NF-κB, IL-6 and CHOP were all reduced. These results indicate a critical post-transcriptional role for miR-690 in inflammation and ER stress. In conclusion, miR-690 plays a protective function and could be a useful target to reduce obesity.

## 1. Introduction

Obesity is a complex disease where excess fat accumulation results in metabolic disruption in adipocytes. This in turn leads to macrophage infiltration [1], which then induces pro-inflammatory cytokine/adipokine secretion. Angiotensin II (Ang II) is one of the several pro-inflammatory adipokines secreted by adipocytes and is elevated in obesity, as demonstrated in both in vivo and in vitro studies [2,3]. Ang II is the key bioactive component of the renin–angiotensin system (RAS) and is primarily involved in regulation of blood pressure and fluid balance. However, overactivation of RAS in adipose tissue interrupts adipose homeostasis, causing inflammation, insulin resistance and cell stresses including oxidative and endoplasmic reticulum (ER) stress [2,3]. Nevertheless, underlying molecular mechanism/s by which RAS overactivation contributes to obesity-associated co-morbidities are yet to be elucidated.

MicroRNAs (miRNA) could be a possible mechanism by which RAS regulates molecular signaling pathways. They are small, evolutionarily conserved, non-coding RNA molecules approximately 22 nucleotides in size [4,5]. They play a pivotal role in regulating genes at post-transcriptional level either by cleaving messenger RNA (mRNA), or by translational repression or mRNA decay [6,7,8,9]. miRNA–mRNA interaction is broad and complex as a single miRNA could regulate hundreds of genes and each mRNA may interact with several miRNAs [5,10,11]. Impairments in miRNA regulation could be directly linked to diseases including obesity. Altered expression of miRNAs such as miR-143, miR-708 and miR-132 during obesity induces adipogenesis, ER stress and inflammation [12,13,14]. Although there are several studies performed to recognize RAS–miRNA association [15,16,17,18], the effect of RAS overactivation on miRNA expression in the adipose tissue during obesity remains to be explored. Identifying such miRNAs and new druggable targets from the miR-690-regulated gene networks would be a novel approach to manage RAS-mediated detrimental effects and could be used as an effective therapeutic solution to alleviate obesity.

In vivo and in vitro studies show that RAS-activated inflammation and cell stresses are partly mediated by mitogen-activated protein kinases (MAPKs) [19,20,21,22]. One of the MAPK pathways, p38MAPK, plays a crucial role in activating several downstream inflammatory cytokines where activation of p38 MAPK directly stimulates inflammatory markers such as interleukin-1 (IL-1), IL-6, IL-12, tumor necrosis factor α (TNFα) and NF-κB and also induces cellular stresses [22,23,24,25]. Several lines of evidence have shown that Ang II is involved in chronic disease progression by activating MAPKs (e.g., MAP3K7 and MAPK14/p38) [25,26,27]. Identifying miRNAs which directly target MAPKs could alleviate RAS-p38MAPKs-associated inflammation and cell stress.

Here we hypothesize that when RAS is overexpressed, miR-690 plays a protective role by targeting MAPKs, thereby reducing downstream pathways including inflammation and ER stress. We used epididymal white adipose tissue (WAT) from mice overexpressing angiotensinogen (Agt) specifically in the adipose tissue to identify affected miRNAs. We performed microRNA-Seq to identify differentially expressed miRNAs and identified miR-690 as the top candidate, based on its potential ability to regulate genes in inflammatory and cell stress pathways. miR-690 has a role in myeloid cell and osteogenic differentiation, but its role in RAS induced obesity is not yet known [28,29]. We demonstrated for the first time that miR-690 regulates inflammation and ER stress by directly targeting MAP2K3 when RAS is overexpressed in the adipose tissue. These findings confirm a probable protective role of miR-690 in regulating inflammation and ER stress in adipocytes.

## 2. Materials and Methods

### 2.1. Mouse Study

We used epididymal WAT from male wild type (Wt) C57BL6/J and angiotensinogen transgenic (Agt Tg) mice where the Agt gene was specifically overexpressed in the adipose tissue. These mice were fed a low fat (LF) diet with 10% kcal from fat for 12 weeks [2]. WAT was collected after euthanasia (CO_2_ inhalation) from mice and snap-frozen immediately in liquid nitrogen and stored at −80 °C for further analyses. The above study was approved by the University of Tennessee, institutional animal care and use committee (IACUC Protocol # 678 approved by TN: 1/6/2009 renewed every 3 years through 2013), and adipose tissue collected from these mice was analyzed at Texas Tech University.

### 2.2. Cell Cultures

Mouse pre-adipocytes 3T3-L1 cells were purchased from American Type Culture Collection (ATCC) (Manassas, VA, USA) and maintained at 37 °C in Dulbecco’s Modified Eagle’s Medium (DMEM) accompanied with fetal bovine serum (FBS 10%) (Thermo Fisher Scientific, Waltham, MA, USA). Media were also supplemented with antibiotics (50 g/mL streptomycin and 50 U/mL penicillin; Thermo Fisher Scientific, Waltham, MA, USA). 3T3-L1 pre-adipocytes were differentiated as previously described [3]. Differentiated 3T3-L1 adipocytes were treated with 10 nM Ang II (Sigma-Aldrich, St. Louis, MO, USA) [3], Ang II receptor blocker Telmisartan 1 mg/mL (Sigma-Aldrich, St. Louis, MO, USA). After 24 h of treatment, media and cells (3T3-L1 cells) were collected and stored at −80 °C for further analyses.

### 2.3. RNA and MicroRNA Isolation

Isolation of RNA was performed using RNeasy mini kit (Qiagen, Valencia, CA, USA). cDNA was reverse transcribed using Maxima reverse transcriptase (Thermo Fisher Scientific, Waltham, MA, USA) followed by gene expression by real-time quantitative polymerase chain reaction (RT-qPCR) using Sybr green master mix (Thermo Fisher Scientific, Waltham, MA, USA). Gene expression of individual genes was normalized to housekeeping genes 18S ribosomal RNA or GAPDH (List of primers Tables S1 and S2).

TaqMan™ Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA) was used to reverse-transcribe cDNA from RNA. Real-time quantitative polymerase chain reaction (RT-qPCR) was used to test miRNA expression levels (TaqMan™ Fast advanced master mix by Thermo Fisher Scientific, Waltham, MA, USA). All miRNA results were normalized to a housekeeping miRNA miR-191-5p.

### 2.4. mRNA and miRNA Profiling

Transcriptome profiling was performed by Genome Quebec (Montreal, Canada) using the Illumina Whole-Genome II Expression BeadChips (MouseRef-8 v2.0) GeneChip Mouse Genome Array (San Diego, CA, USA). Illumina small RNA protocol (Illumina, Inc., San Diego, CA, USA) was used to prepare miRNAs libraries at the Department of Molecular and Cell Biology, Baylor College of Medicine, Houston. Sequencing was completed using the Illumina Genome Analyzer NextSeq 500 (Illumina, Inc., San Diego, CA, USA).

### 2.5. Quality Control, Mapping and Assembly

The quality of raw sequence reads was checked using FastQC v0.10.1 High Throughput Sequence QC Report (Version 0.11.2) [30] (Babraham Institute, Cambridge, UK). The reads from Agt Tg and Wt mice were mapped to the Mus musculus genome GRCm38.p4 (NCBI mouse genome build 10) using Qseq^®^ software version 12 (DNASTAR Madison, WI). The Gunaratne Next Generation Pipeline was used to extract miRNA expression profiles [31]. Raw data were analyzed by R Bioconductor package lumi [32] followed by linear modeling framework in Bioconductor R Package limma for assessing differentially expressed genes with *p*-value < 0.05 and absolute fold change >1 [33]. miRNA sequencing reads were mapped against the miRbase [34] reference onto miRNA precursors, and reads mapped to mature miRNAs were selected.

### 2.6. Data Availability

Microarray and small RNA-Seq data for Agt Tg and Wt mice were submitted to Gene Expression Omnibus (GEO) data repository (http://www.ncbi.nlm.nih.gov/projects/geo/). Agt Tg and Wt microarray and Small RNA-Seq data were approved under accession number GSE147935 and GSE149231, respectively.

### 2.7. Differential Expression Analysis and Prediction of miRNA-mRNA Functional Interactions

We used R Bioconductor, package limma, to identify the differentially expressed genes and miRNAs. We calculated fold change with respect to the Agt Tg mice (i.e., the upregulated genes/miRNAs are the genes/miRNAs with expression of the Agt Tg mice samples that are higher than the expression of these genes/miRNAs in the Wt mice). Package anamiR was used to integrate and analyze mRNA data and miRNA data [35]. Further, predicted algorithm TargetScan (release 7.2; http://www.targetscan.org/) was used to identify predicted targets of miRNAs and vice versa [36]. Additionally, other algorithms such as miRecords [37], DIANA-microT-CDS [38] and EIMMo [39], were used to identify target–miRNA interactions. Selected possible targets as well as miRNAs were validated in both WAT from Agt Tg and Wt mice and in 3T3-L1 cells treated with or without Ang II.

### 2.8. Cell Transfections (Using miRNAs Mimics and Inhibitors)

miR-690 mimic, inhibitor along with miRNA negative control/scramble (NC) (Applied Biological Materials, British Columbia, Canada) were used. Three different concentrations of miR-690 mimic, inhibitor and NC (20 nM, 40 nM, 80 nM) were used to identify optimal concentration. Differentiated 3T3-L1 adipocytes were transfected according to the manufacturer’s protocol in 6-well plates using lipofectamine RNAi-max for 48 h. (Thermo Fisher Scientific, Waltham, MA, USA). Following transfection, cells and media were collected.

### 2.9. Cloning, Construct Preparation and Luciferase Assay

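miR-690 is encoded by Mir690, which lies on chromosome 16 of the mouse genome (GRCm38, GENCODE M21) from 28599935 to 28600043 on the minus strand, in an intron of 1 annotated transcript of Fgf12 (28160098 to 28753068, the same strand), with 0 exons of Fgf12 overlapping it. The mature sequence, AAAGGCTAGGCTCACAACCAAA, has 22 bases and was located at 28599940 to 28599961. The same 22 bases were also found in transcripts of 19 other annotated mouse genes, 15 of them annotated as miRNA genes, and in 1 of the 19, Zfp101, only on the opposite strand. A miRNA pairs with a target mainly through its seed. The match to bases 2 to 8 of miR-690 is TAGCCTT (a 7mer-m8 site), and the match to bases 2 to 7 is AGCCTT, which is called a 7mer-A1 site when an A follows it and a 6mer site otherwise.
The 3′ UTR of Map2k3 is annotated on chromosome 11 from 60951848 to 60952811 and is 964 bases long. It holds a 7mer-m8 site at bases 336 to 342, on chromosome 11 from 60952183 to 60952189, within the sequence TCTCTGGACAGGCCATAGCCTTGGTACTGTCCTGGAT, and a 6mer site at bases 895 to 900. The shorter annotated 3′ UTR of Map3k7 (chromosome 4, 32019682 to 32023467) is 3786 bases long and holds 0 7mer-m8 sites. Its 7mer-A1 site, AGCCTTA, lies at bases 1949 to 1955, on chromosome 4 from 32021630 to 32021636, within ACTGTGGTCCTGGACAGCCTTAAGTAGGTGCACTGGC, and it has a 6mer site at bases 690 to 695. In the longer one, of 3934 bases, which starts at 32019534, the same 7mer-A1 site is at bases 2097 to 2103, and there is 1 further 6mer site, at bases 65 to 70. The longest 3′ UTR of Mapk14 (chromosome 17, 28746339 to 28748406) is 2068 bases long and holds only a 6mer site, at bases 665 to 670. The longest 3′ UTR of Hdac4 (chromosome 1, minus strand) is 4568 bases long, with a 7mer-m8 site at bases 2806 to 2812 (91930535 to 91930541) and 3 6mer sites. The 3′ UTR of Atf6 (chromosome 1, minus strand) is 5205 bases long, with a 7mer-m8 site at bases 3768 to 3774 (170706105 to 170706111) and 0 6mer sites. These are matches of sequence, and no binding was measured for them here.

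**Figure D1:**
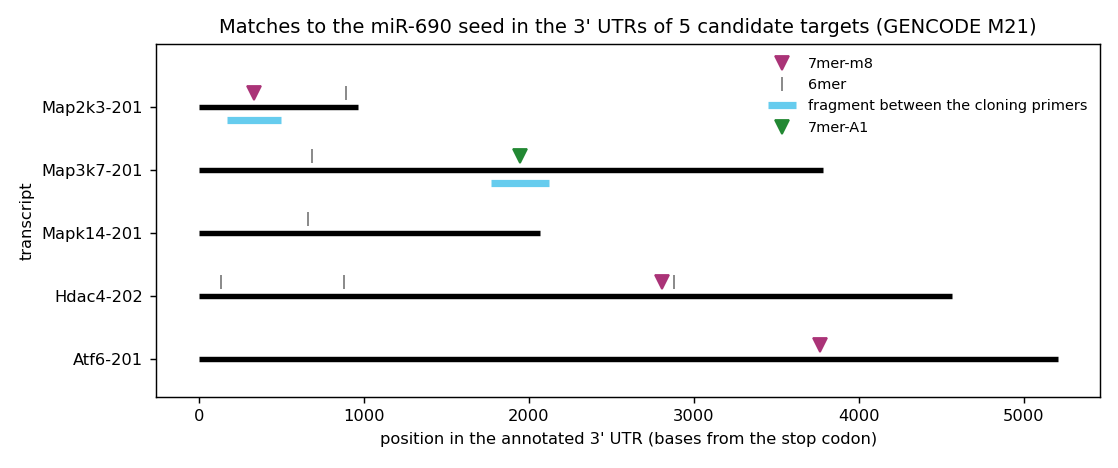
Matches to the miR-690 seed in the annotated 3′ UTRs of Map2k3, Map3k7, Mapk14, Hdac4 and Atf6, drawn to scale. The x axis is the position in bases from the stop codon, black bars are the 3′ UTRs, triangles are 7mer-m8 and 7mer-A1 sites, grey ticks are 6mer sites and blue bars are the fragments between the cloning primers. The 7mer sites of Map2k3 and Map3k7 lie inside the fragments, and their 6mer sites lie outside them.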

Specific forward and reverse primers (using NEBuilder assembly tool) were used to synthesize a 400–300 base pair fragment of 3′ untranslated regions (UTRs) for each target gene including binding sequence for miR-690. Synthesized 3′ UTR fragments were amplified by PCR using mouse DNA as a template. The PCR products were subcloned into PSICheck2 vector (Promega, Madison, WI, USA) at Xho1 and Not1 sites downstream of the Renilla luciferase reporter gene using Gibson assembly (New England Biolabs, Ipswich, MA, USA). Constructs were then transformed into *Escherichia coli* competent cells (Promega, Madison, WI, USA) and screened with ampicillin resistance plates. Colony PCR was performed using PSICheck2 forward and reverse primer for the 3′ UTR of the target genes to confirm cloning accuracy. Following this, sequence was verified to confirm that there were no mutations on the cloned section (at the binding sequence for miR-690) before performing luciferase assay.

3T3-L1 preadipocytes were plated in 96-well plates. One hundred nanograms of DNA constructs (PSICheck2 vector with 3′ UTRs fragments of target genes) along with 40 nM miR-690 mimic or 40 nM miRNA NC were co-transfected into 3T3-L1 cells using Lipofectamine 3000 (Thermo Fisher Scientific, Waltham, MA, USA). Luciferase activity was measured 48 h post-transfection with the Dual Luciferase Reporter Assay System (Promega, Madison, WI, USA) as per the manufacturer’s protocol. Luciferase activity was reported as relative luciferase units (firefly luciferase/Renilla luciferase). Based on the luciferase assay results, miR-690 binding sequence on 3′UTR of MAP2K3 was mutated (with “ATAAAAA”) using Q5^®^ Site-Directed Mutagenesis kit (New England biolabs, Ipswich, MA, USA) and mutants were sequence verified. 3T3-L1 cells were co-transfected with MAP2K3 construct and mutated MAP2K3 construct with miR-690 or NC followed by Luciferase assay as described previously.

### 2.10. Western Blotting and ELISA

Bradford protein assay was used to measure total protein concentration (Bio-Rad, Hercules, CA, USA). The separation of whole protein lysates was performed using SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membranes (Millipore, Burlington, MA, USA). Following this, blots were incubated with primary antibodies such as tubulin (Sigma-Aldrich, St. Louis, MO, USA), p38, p65 (Cell Signaling Technology, Danvers, MA USA), GRP78 (BiP) and Gadd 153 (CHOP) (Santa Cruz Biotechnology, Dallas, TX, USA) were used [40]. One-hour incubation of membranes with anti-mouse or rabbit secondary antibodies was (Jackson Immuno Research Laboratories, West Grove, PA, USA) conducted before detecting fluorescence using LI-COR Odyssey machine (LI-COR Odyssey CLX, Lincoln, NE, USA).

Enzyme-linked immunosorbent assay (ELISA) kits (R&D Minneapolis, MN, USA) were used to measure IL-6 levels in the supernatants according to the manufacturer’s protocol.

### 2.11. Statistical Analyses

All results were presented as means ± SEM, and one-way ANOVA was used with Tukey’s post-hoc test (*p* < 0.05) for experiments with three or more groups. On the other hand, Student’s t test was used to analyze data with two groups. CFX Manager software provided by Bio-Rad Laboratories, Inc. and QuantStudioTM design and analysis software v1.5.1 were used to analyze qRT-PCR assays. All mouse experiments had 6–8 replicates, while in vitro cell experiments had 3–5 replicates.

## 3. Results

Mice with Agt overexpression (Agt Tg) showed an obese phenotype characterized by adipocyte hypertrophy and increased ER stress and adipose inflammation [2,3]. However, exact molecular pathways and miRNAs involved in the upregulation of cell stresses and inflammation with RAS overactivation remain unclear.

### 3.1. Genes and miRNAs are Differentially Expressed in White Adipose Tissue (WAT) When Renin Angiotensin System (RAS) is Overexpressed

We used WAT from mice overexpressing Agt in the adipose tissue (Agt Tg) to identify differentially expressed genes and miRNAs. 

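The small RNA libraries of this comparison were analysed here, and the gene expression arrays were not analysed here. There were 6 libraries, made from epididymal WAT of 3 Wt and 3 Agt Tg male mice, 1 library per mouse. The paper gives the diet of its mice as low fat, with 10% of kcal from fat, for 12 weeks, whereas the sample labels give a chow diet. The authors mapped the reads to miRBase precursors, selected those on mature miRNAs and deposited 1 table of log2 values. The miRBase release and the mismatches allowed are not given in the sources used here. All 1983 rows of the table carry human miRNA names, so a row stands for the mouse reads that matched that sequence. Each value was the log2 of reads per 10000000 of the library total, and every value under 10 reads per 10000000 had been raised to 10, which is called the floor here. On the linear scale all 1924 values above the floor were whole numbers of reads within 0.02 reads, and this gave the library totals.
The totals were 7480766, 7838874 and 9821467 reads in Wt replicates 1, 2 and 3, and 10367417, 6387766 and 10562634 reads in Agt Tg replicates 1, 2 and 3. Reads on the listed miRNAs made up 55.5% ± 1.54 (SD, n = 3) of the total in Wt and 53.3% ± 1.5 (SD, n = 3) in Agt Tg mice. miR-10b-5p alone took between 16.2% and 20.1% of those reads. The floor was worth between 6.39 and 10.6 reads, so that differences below that level were not detectable at this depth. At the floor in all 6 libraries were 1610 rows. No pair of libraries differed by as little as the sampling noise, and each was counted as 1 replicate.
The 329 miRNAs above the floor in at least 3 libraries were tested on the deposited log2 values with limma (moderated statistics with a variance trend, genotype as the only term). A miRNA was counted at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, which is the fold change of 2 given in the legend of Figure 1. Choices that could change the numbers were the scaling to library totals, the filter on low values, the floor, which compresses the fold change of miRNAs with few reads, and the reading of the fold threshold.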

A total of 9459 genes were expressed in Agt Tg and Wt groups, out of which 895 genes were differentially expressed (based on absolute fold change ≥1 and *p*-value ≤0.05). Between the two groups, 338 and 557 genes were up- and downregulated in Agt compared to Wt mice, respectively. Micro-array results were then analyzed by Wiki-pathways [41] to identify top pathways affected by RAS overactivation. There were several metabolic pathways significantly upregulated in Agt Tg mice compared to Wt mice. These include several inflammatory, oxidative-stress and p38 MAPK-signaling pathways, and the top 10 significant pathways (*p* < 0.05) are listed in Table 1.

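Of the 329 miRNAs tested, 16 passed the unadjusted threshold, 9 of them higher and 7 lower in Agt Tg than in Wt mice. With Benjamini-Hochberg adjustment, limma left 0 miRNAs at an adjusted p under 0.05 (smallest adjusted p = 0.382), while 30 had an unadjusted p under 0.05, 15 higher and 15 lower. limma-voom likewise left 0, with 32 at an unadjusted p under 0.05. The 3 Agt Tg libraries lay on one side of the 3 Wt libraries in all 16 miRNAs, which had been selected for their difference. They did so in 58 of the 329 (17.6%), where chance gives 10% for a single miRNA. The miRNAs come from the same libraries and are not independent, so the excess over 10% is no test of the genotype. An exact permutation test of a single miRNA cannot go below p = 0.1 with 3 mice against 3. The median log2 fold change over the 329 miRNAs was −0.19, and under TMM scaling, an alternative chosen after the data were seen, it was −0.06. TMM scaling counted 10 miRNAs higher and 5 lower, 66.7% higher compared with 56.2% on the deposited values. A filter at a mean CPM (reads scaled to a library of fixed size) of 10 gave the lowest count, 3 miRNAs, 1 higher and 2 lower, out of 209 tested. The highest count was 35, without Agt Tg replicate 1, with 10 higher and 25 lower.
Among the 16 miRNAs at the threshold, the largest increase was that of miR-6724-5p, from a mean of 3.61 ± 0.50 in Wt to 5.36 ± 0.60 in Agt Tg (log2 values, SD, n = 3), a log2 fold change of 1.74 (standard error 0.42, limma adjusted p = 0.382). It was at the floor in Wt replicates 1 and 2 and had 18 reads in Wt replicate 3, against 39, 41 and 30 reads in the Agt Tg libraries. Only Wt values had been raised to the floor, which can only have made the difference between these libraries smaller. The spread of the Wt values is not known for the same reason, so the standard error depends on the floor. The next largest among the 16 were miR-4478 (log2 fold change 1.59), miR-4651 (1.48), miR-4492 (1.38) and miR-3648 (1.25). The RefSeq gene table of GRCm38.p6 lists no mouse miRNA gene with the number of any of these 5, and the same held for 11 of the 16 miRNAs, including all 9 that were higher. Among the decreases, miR-205-5p fell by 2.17 on the log2 scale (standard error 0.65, limma adjusted p = 0.382), from 6.88 ± 1.21 in Wt to 4.71 ± 0.68 in Agt Tg (SD, n = 3). Wt replicate 2 had 241 of its reads and the other Wt libraries 62 and 63, and without that library the log2 fold change was −1.48. Its mouse gene, Mir205, lies on chromosome 1 of GRCm38 from 193507463 to 193507530, in an exon of the lincRNA gene 4631405K08Rik. miR-127-5p fell by 1.39 (standard error 0.47, limma adjusted p = 0.382) and was at the floor in Agt Tg replicate 2. Its gene, Mir127, lies on chromosome 12 from 109592846 to 109592915, opposite to an exon of Rtl1. The other decreases named were miR-4737 (−1.37), miR-184 (−1.21) and miR-3607-3p (−1.13), and the table lists no mouse miRNA gene with the number of miR-4737 or miR-3607-3p. Relative to the median of all tested miRNAs, these changes ran from 1.43 to 1.93 for the 5 increases and from −1.99 to −0.94 for the 5 decreases. With each mouse left out in turn none of the 10 changed sign, but 5 of them missed the threshold at least once. miR-4651 missed it without Agt Tg replicate 2 (0.94) and miR-3607-3p without Wt replicate 2 (−0.81). miR-3648 missed it without Wt replicate 1 (1.35), Wt replicate 2 (0.84), Agt Tg replicate 1 (1.31) or Agt Tg replicate 2 (0.89). miR-127-5p missed it without Wt replicate 1 (−1.18), Agt Tg replicate 2 (−1.01) or Agt Tg replicate 3 (−1.35), and miR-184 without Wt replicate 1 (−1.27), Wt replicate 3 (−0.97), Agt Tg replicate 2 (−1.32) or Agt Tg replicate 3 (−0.78). The most abundant miRNA, miR-10b-5p, changed by −0.12 (standard error 0.15), less than its standard error, and by 0.01 under TMM scaling. The paper's set of miRNAs that differ between Agt Tg and Wt mice (Figure 1B) comes from a threshold on p and fold change. Its text gives the fold change as at least 1 and the legend of Figure 1 as above 2. The threshold used here follows the legend. miR-690 was not analysed here.

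**Figure D2:**
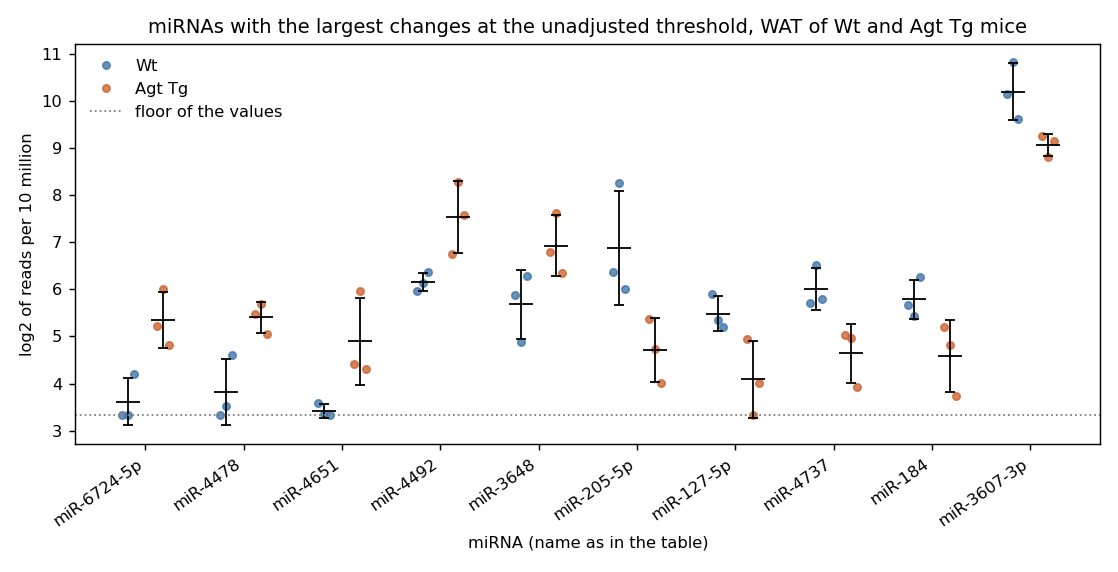
Levels of the 5 miRNAs with the largest increase and the 5 with the largest decrease among those at the unadjusted threshold, in WAT of Wt (blue) and Agt Tg (orange) mice. The y axis is the log2 of reads per 10000000, each point is 1 mouse, the black marks are means ± SD (n = 3) and the dotted line is the floor of the values. miR-6724-5p, miR-4478 and miR-4651 have Wt libraries at the floor, and miR-127-5p has an Agt Tg library there.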

A similar approach was used to identify 31 differentially expressed miRNAs (based on absolute fold change ≥1 and *p*-value ≤0.05) in WAT, out of which 23 and 8 miRNAs were upregulated and downregulated, respectively, in Agt Tg compared with Wt mice (Figure 1B). 

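Over all 329 miRNAs, hierarchical clustering (complete linkage, Euclidean distance of row z-scores) put Wt replicate 2 alone in 1 of the 2 main branches and the other 5 libraries in the other, so that this first division did not part the genotypes. In the larger branch, Agt Tg replicate 1 joined Wt replicates 1 and 3, apart from Agt Tg replicates 2 and 3. Average linkage and a distance from Spearman correlations also set Wt replicate 2 alone. Over only the 16 miRNAs at the unadjusted threshold, 6 of 6 libraries fell with their genotype. Those miRNAs had been selected for the difference between genotypes, and a selection made in the same way for the 9 other splits of the libraries into 3 and 3 parted 6 of 6 libraries along the split in 4 of them. These 4 rested on 3, 3, 20 and 2 selected miRNAs. The split of Wt replicate 1 with Agt Tg replicates 1 and 3 selected only 1 miRNA and was not clustered. Without Wt replicate 2, the tree over all miRNAs set Agt Tg replicates 2 and 3 apart from the rest.
In Wt replicate 2, 12 miRNAs lay more than 2 (log2) above every other library, while no other library had such a miRNA. The largest gap was that of miR-375, at 15.10 in Wt replicate 2 and between 5.34 and 6.23 in the other 5 libraries. miR-34c-5p was at 16.32 there and between 9.54 and 10.36 in the others. Across miRNAs, which are not independent replicates, the mean Spearman correlation with the other libraries was 0.926 for Wt replicate 2 and between 0.959 and 0.965 for the rest. With the 12 miRNAs left out it was 0.964 for Wt replicate 2 and between 0.967 and 0.974 for the rest.

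**Figure D3:**
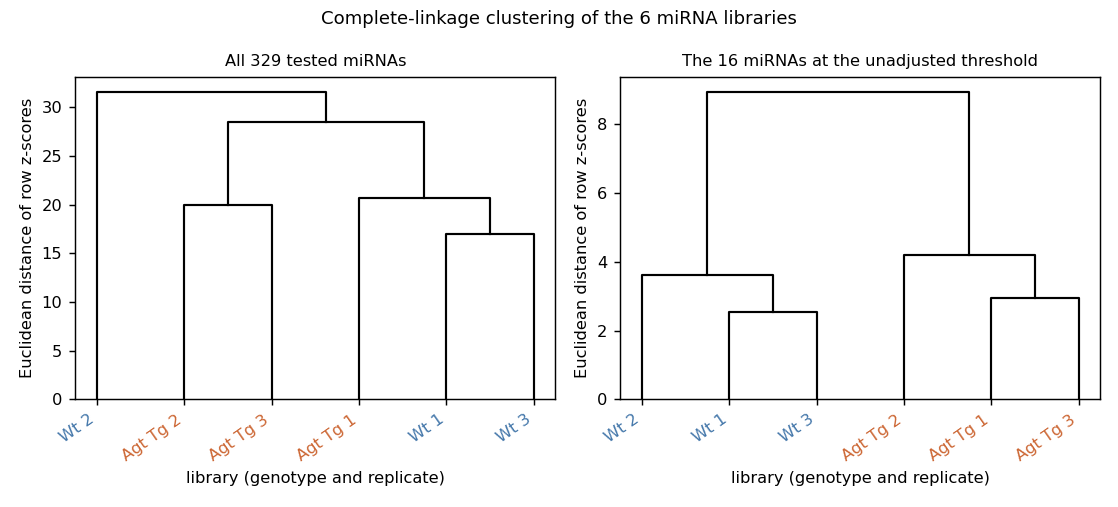
Hierarchical clustering of the 6 libraries over all 329 tested miRNAs and over the 16 at the unadjusted threshold. The y axes give the Euclidean distance of row z-scores at which branches join, and the names on the x axes are genotype and replicate (Wt blue, Agt Tg orange). Over all miRNAs Wt replicate 2 joins last, and over the 16 selected miRNAs the genotypes form the 2 main branches.

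**Figure D4:**
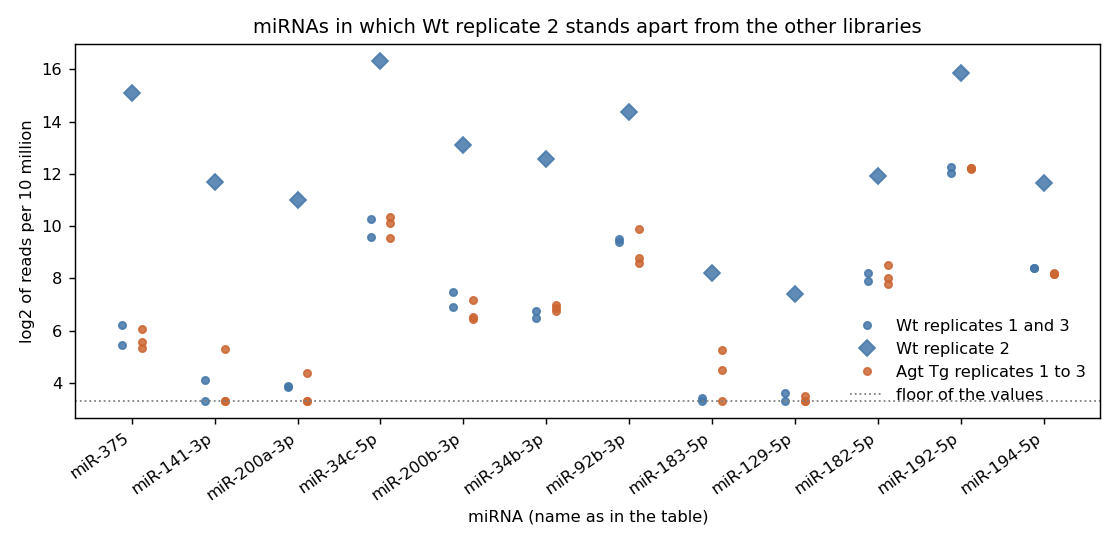
The 12 miRNAs that lie more than 2 (log2) above every other library in Wt replicate 2. The y axis is the log2 of reads per 10000000, diamonds are Wt replicate 2, blue circles Wt replicates 1 and 3 and orange circles the Agt Tg libraries, and the dotted line is the floor. In each miRNA the diamond lies above all 5 circles, by the widest gap in miR-375.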

Differential expression of miRNAs and genes between Agt Tg and Wt mice were analyzed through hierarchical clustering (Figure 1A,B).

### 3.2. Validation of miR-690 in White Adipose Tissue (WAT) and Identification of Potential Target Genes of miR-690

Out of 31 differentially regulated miRNAs, we selected miR-690 as the top candidate for further study for the following reasons. miR-690 was significantly upregulated by ~2.9-fold in Agt Tg compared to Wt mice in sequencing data (Figure 1B). As expected, Agt Tg mice showed 3-fold higher (*p* < 0.001) miR-690 expression in WAT compared to Wt mice (Figure 2A). Furthermore, 3T3-L1 cells treated with Ang II had 2-fold higher expression of miR-690 compared to control (Figure 2B). To further confirm the involvement of RAS in upregulating miR-690 expression, we treated 3T3-L1 cells with telmisartan (Ang II type 1 (AT1) receptor blocker), and miR-690 expression was considerably downregulated compared to the Ang II-treated group (Figure 2B).

To determine the potential regulatory role of miR-690, micro-array results were integrated with miRNA sequencing results to identify miR-690 target genes. Based on the results shown in Table 2, miR-690 was predicted to regulate several pathways related to inflammation, cell stress and several genes including MAPKs (Table 2). Hence, to elucidate whether miR-690 directly regulates genes in above pathways, potential interactions were tested using target prediction algorithms TargetScan.

### 3.3. Gene Validation of Predicted Targets of miR-690 in White Adipose Tissue (WAT) and Adipocytes

Several MAPKs with predicted binding site for miR-690 were identified and initially validated in WAT from Agt Tg and Wt mice. Higher expression of mitogen-activated protein kinase kinase kinase 7 (*Map3k7*) (*p*-value = 0.001) and *Mapk14* (*p*-value = 0.058) was observed in Agt Tg mice (Figure 3A,B); however, *Map2k3* showed significantly reduced expression in Agt Tg compared to Wt mice (Figure 3C). To further verify the potential regulatory role of miR-690 on metabolic pathways, oxidative stress marker *Hdac4* and ER stress associated gene activating transcription factor 6 (*Atf6*), both predicted to be regulated by miR-690, were validated. Both *Hdac4* and *Atf6* showed significantly higher mRNA levels in Agt Tg compared to Wt mice (Figure 3D,E). These predicted targets were then validated in clonal mice 3T3-L1 adipocytes. Cells treated with Ang II demonstrated significantly upregulated expression of *Map3k7*, *Mapk14* and *Hdac4* compared to control group, whereas AT1 antagonist telmisartan significantly reduced Ang II-induced gene expression of *Map3k7*, *Mapk14* and *Hdac4* (Figure 4A,B,D). On the other hand, *Map2k3* was significantly reduced with Ang II treatment compared to control group; however, telmisartan did not fully recover Ang II effects, although it was trending (*p*-value of 0.192) (Figure 4C). Moreover, *Atf6* did not show significant changes in cells with RAS overactivation, even though we observed changes in mice WAT (Figure 4E).

### 3.4. Regulatory Effect of miR-690 on Potential Target Genes

Mouse adipocytes were treated with three different concentrations (20, 40 and 80 nM) of miR-690 mimic, inhibitor and NC to identify the optimal concentration. Transfection efficiency was initially tested by analyzing the expression of miR-690 in mimic- and NC-treated cells. As anticipated, 150-fold higher miRNA expression was observed in miR-690 mimic-treated cells compared to NC, confirming that transfection was successful (Figure 5A). Following this, *Map2k3*, and C/EBP homologous protein (*Chop*) expressions were tested, and a 40 nM concentration of miR-690 inhibitor showed significantly higher expression for both *Map2k3* and *Chop* compared to NC groups (Figure 5B,D), while significantly reduced *Map2k3/Chop* levels were indicated in 40 nM mimic-treated groups (Figure 5C,E). Therefore, cells were treated with 40 nM concentration of miR-690 mimic, inhibitor, NC (48 h transfection) for future experiments and mRNA levels of predicted miR-690 targets were tested.

To confirm the regulatory effects of miR-690 on selected genes (*Map2k3, Map3k7, Mapk14, Hdac4, Atf6*), differentiated 3T3-L1 adipocytes were transfected with miR-690 mimic, inhibitor and NC. As indicated in Figure 6, miR-690 inhibitor significantly upregulated expression of *Map3k7* and *Map2k3* compared to their respective NC groups (Figure 6A,B). In contrast, miR-690 mimic-treated groups showed significantly reduced *Map3k7* and *Map2k3* expression (Figure 6A,B). Another MAPKs, *Mapk14/p38,* did not show significant changes with either miR-690 mimic or inhibitor treatments compared to NC, although it was identified as a possible target of miR-690 from bioinformatic analysis. However, *Hdac4* and *Atf6* exhibited significantly high mRNA levels in miR-690 inhibitor treated groups *(p <* 0.05); however, miR-690 mimic did not show the expected reduction compared to the NC group (Figure 6D,E).

### 3.5. Mouse miR-690 Targets MAPKs to Regulate Downstream Signaling Pathways

To determine whether miR-690 directly regulates the expression of target genes via 3′UTR binding, we cloned a segment of 3′UTR containing the miR-690 binding sequence of respective targets into a luciferase reporter. Out of the five targets we selected, only *Map2k3* and *Map3k7* were used for luciferase reporter assays as they displayed best results with miR-690 mimic and inhibitor treatments. Both *Map2k3* and *Map3k7* have a single potential binding site on 3′UTR at position 337-343 and 2083-2089, respectively (Figure 7A,C). Differentiated 3T3-L1 cells were co-transfected with cloned PsiCheck2vector, miR-690 mimic and NC. Based on luciferase assay results, miR-690 mimic-treated group showed significantly reduced luciferase activity compared to NC for *Map2k3* (~20% reduction) as well as *Map3k7* (~10% reduction) (Figure 7B,D). *Map2k3* was selected for further analysis as it showed significantly better reduced luciferase activity compared to *Map3k7*. To further confirm direct inhibitor role of miR-690, miRNA binding site on the 3′UTR of *Map2k3* was mutated via site-directed mutagenesis and luciferase activity was measured. When putative binding site on 3′UTR was mutated, inhibitory activity of miR-690 on *Map2k3* was abolished as shown by recovered luciferase activity in Figure 7B (groups NC mut and Mimic mut). These results confirmed the direct regulatory role of miR-690 on *Map2k3* expression.

To investigate whether miR-690 regulates inflammation and ER stress via *Map2k3* axis, we tested several downstream targets at RNA and protein level. Since *Map2k3* regulates inflammatory and cell stress pathways by phosphorylated activation of *Mapk14/p38*, we initially tested the expression of p38 at both gene and protein level in adipocytes treated with NC, miR-690 mimic and inhibitor (co-transfected for 48 h). p38 and p65 production was reduced by miR-690 mimic treatment compared to NC at protein level (Figure 8A–C). However, miR-690 inhibitor did not show changes in protein level compared to both mimic and NC groups (Figure 8A–C). Gene expression analysis was followed by protein experiments, and no significant differences were observed between NC/inhibitor or NC/mimic for p38, yet mRNA levels were significantly different among miR-690 inhibitor and mimic-treated groups (Figure 8D). To further understand the effects of miR-690 on inflammation, the mRNA level of NF-κB subunit p65 was measured. Although there were significant changes at protein level for p65, no changes were observed at mRNA levels among treatments (Figure 8E). Corroborating with p65 protein data, ELISA results indicated a significant reduction of IL-6 protein level in miR-690 mimic-treated media compared to NC, but no differences were observed in inhibitor group compared to NC (Figure 8F). Finally, to demonstrate the potential effects of miR-690 on ER stress, we tested a few ER stress markers such as CHOP and binding immunoglobulin protein (BIP). Protein amount of CHOP was significantly reduced by miR-690 mimic-treated group compared to NC group (Figure 9A,B). However, no changes were observed with miR-690 inhibitor (Figure 9A,B). Another ER stress marker BIP did not show any differences among three groups, although the mimic-treated group showed a reducing trend with *p* = 0.087 (Figure 9A–C). Interestingly, *Chop* and *BiP* showed a significantly higher expression with inhibitor compared to NC-treated group at mRNA level (Figure 9D,E). Significantly lower gene expression was only observed in *Chop* with mimic treatment compared to NC-treated group; however, mimic was unable to reduce the expression of *BiP*, although it was trending in the correct direction compared to NC (*p*-value = 0.0506) (Figure 9D,E). Activating transcription factor 4 (*Atf4*) is another ER stress marker which further activates *Chop*, and it did not show changes with either miR-690 mimic or inhibitor compared to the NC group (Figure 9F). These results indicate that miR-690 may be used as a target since it shows the potential ability to reduce inflammatory and ER stress pathways directly targeting *Map2k3*.

## 4. Discussion

Ang II is the main effector peptide of RAS and one of the major pro-inflammatory adipokines produced by obese adipose tissue. Abnormalities of adipose RAS secretion could directly disrupt metabolic homeostasis leading to obesity and related chronic diseases [42,43]. Although RAS components are overexpressed in adipose tissue during obesity, mechanisms by which RAS disrupts cellular homeostasis are not well understood. To dissect molecular mechanisms, we performed global gene and miRNA profiling using WAT samples from Agt Tg and Wt mice. We identified 31 differentially expressed miRNAs and numerous signaling pathways (inflammatory pathways, MAPK Signaling Pathway, oxidative stress) upregulated with RAS overexpression in WAT (Figure 1B and Table 1).

Several lines of evidence show that RAS expression is widely regulated by miRNAs [15,44,45,46,47] and vice versa [15,16,18,48]. However, no studies have been performed specifically in adipose tissue to determine the role of miRNAs in RAS-linked obesity. Since adipose RAS contributes to approximately one-third of total systemic RAS production, identifying potential miRNAs and miRNA-regulated target genes which are affected by RAS overactivation could be used as probable therapeutic targets to alleviate RAS-associated metabolic disorders. The role of miRNAs may differ depending on the context and cellular milieu [49,50,51]. In some situations, higher activity of a miRNA cause detrimental effects and are involved in the progression of diseases [52]. In other conditions, miRNAs play a beneficial role by providing a protective function [48]. In the current study, we showed for the first time that miR-690 provides a protective function against RAS-induced ER stress and inflammation by targeting MAP2K3 in WAT. Confirming miRNA profiling results, miR-690 was significantly upregulated with RAS in both in vivo and in vitro experiments (Figure 2A,B), and computational analysis further confirmed the potential ability of miR-690 to impact MAPK signaling through several predicted targets (TargetScan) including MAPK14, MAP2K3 and MAP3K7.

Among genes which possess complementary binding site for miR-690 (in the 3′UTR), we identified MAP2K3, a key component of p38MAPK signaling pathway, as a direct target of miR-690. A typical MAPK signaling pathway comprises three different kinases (upstream Ser/Thr kinase, middle dual-specificity kinases and downstream Ser/Thr kinase) [53]. MAP3K7 is one of the upmost kinases of p38MAPK signaling pathway where it directly stimulates MAP2Ks (e.g., MAP2K3, MAP2K6) [54]. Activation of MAP2Ks further phosphorylates p38 kinases (MAPK14), a known regulator of several downstream pathways associated with inflammation and cellular stresses. Induction of p38 kinases (p38MAPKα (MAPK14), p38MAPKγ and p38MAPKδ) by MAP2K3 is directly involved in inflammation by provoking IL-12 [55]. Some of the other pro-inflammatory cytokines activated by p38MAPK are TNFα, NF-κB, IL-6 and IL-1 [56,57,58,59]. Interestingly, Ang II is involved in rapid activation of p38 via phosphorylation in vascular smooth muscle cells [60,61]. Corroborating with these, we demonstrated that RAS overactivation in WAT upregulates p38 and MAP3K7 expression. Additionally, research conducted for the past few decades has shown that p38 MAPK also induces ER stress [21,22,23,62]. Luo et al. reported that induction of BiP requires the involvement of p38 MAPK signaling in adipocytes [22]. Moreover, p38 activates CHOP, bypassing ER stress related to UPRs via direct phosphorylation [21]. In our previous study, we revealed that adipose RAS overexpression drastically activated ER stress and inflammation [3] via an unknown pathway. In the current study, we demonstrate that RAS-associated ER stress and inflammation could be potentially mediated via activating p38MAPK signaling axis. Therefore, selective regulation of p38MAPK signaling by directly targeting p38 (*Mapk14*) or upstream targets such as MAP2K3/MAP3K7 would be a potential approach to reduce RAS induced metabolic alterations.

Using miR-690 mimic and inhibitors, we confirmed that miR-690 directly targets and regulates MAP2K3 expression by binding to complementary site at 337-343 position on 3′UTR of MAP2K3. Interestingly, miR-690 mimic reduced MAP2K3 expression at mRNA levels (Figure 6B). While early studies indicated that miRNAs-mediated gene regulation is due to translational repression [63,64], subsequent studies have revealed alternate mechanisms for miRNA activity, which include degradation of mRNA targets of miRNAs [6,7,8,9]. miRNA-mediated mRNA decay (via decapping and 5′–3′ mRNA decay) contributes to lower mRNA levels, which is in line with the reduced MAP2K3 gene expression we observed. Furthermore, Eichhorn et al. showed that when miRNAs are expressed at constant levels (steady state), miRNA-mediated repression is mostly by mRNA decay (66%–90%), compared to translational repression, which is roughly about 10%–25% [65]. These results further support our in vivo and in vitro results for MAP2K3, where constant expression of miR-690 in mice by RAS overexpression (steady state) resulted in 50% reduction of MAP2K3 expression compared to 10% reduction in 3T3-L1 cells, which were incubated for a short (24 h) time with Ang II.

An interesting study performed in mice heart muscle identified by sequencing that miR-690 (along with other miRNAs) was enriched in mitochondria during early stages of failing heart [66]. Interestingly, miR-690 level was significantly increased only during early stage of heart failure but not at a later stage [66]. A higher level of miR-690 during early stages of failing heart may indicate a protective role of miR-690 to restore metabolic homeostasis in the heart. These findings are indeed consistent with our data, in which we observed higher miR-690 in adipose tissue with RAS overactivation during early stages of obesity. However, the exact role of miR-690 in failing heart needs further validation beyond its predicted functions based on bioinformatic tools. Moreover, Yu et al. reported miR-690 as a positive regulator of Runx2-induced osteogenic differentiation of C2C12 myogenic progenitor cells [29]. Conversely, in myeloid-derived suppressor cells (MDSCs: bone-marrow-derived group of immune cells), miR-690 reduced MDSCs expansion and differentiation by directly targeting CCAAT/enhancer-binding protein α (C/EBPα) [28]. Similarly, it is possible that miR-690 may reduce adipose differentiation and play an important regulatory role in adipose functions. Proving the above predictions, we demonstrated the involvement of miR-690 in regulating inflammation and ER stress in adipocytes. Our results confirmed that miR-690 is capable of reducing inflammation (e.g., NF-κB and IL-6) and ER stress markers (e.g., CHOP) in clonal mouse adipocytes, potentially by targeting MAP2K3. Hence, significantly high miR-690 expression may be a positive feedback mechanism to attenuate RAS-induced inflammation and ER stress. Biological systems and metabolic pathways are regulated by internal and external stimuli. However, if these stimuli are involved in disrupting cellular homeostasis (due to prolong or chronic activation/downregulation of signaling pathways), biological systems are naturally designed to activate protective mechanisms to alleviate harmful outcomes. For instance, increased IL-10 levels (anti-inflammatory cytokine) during infections and lung inflammation provides protection against detrimental effects [67]. In line with this, our observation of induced miR-690 expression due to RAS overactivation could be a potential defensive process to indirectly regulate destructive involvement of RAS overexpression. A similar protective function of a miRNA was demonstrated in a recent study conducted by He et al. where they showed that miR-21 provides a protective role against coxsackievirus B3 infection by targeting MAP2K3 [68]. Thus, targeting MAP2K3 by miR-690 could be used as a potential remedial approach to mitigate RAS associated metabolic disruptions.

Interestingly, miR-690 mimic did not lower levels some of the predicted targets (MAPK14, HDAC4 and ATF6) compared to the NC group. Although MAPK14, HDAC4 and ATF6 possess complementary binding sites in 3′UTR, miR-690 may not have actually bound with their mRNAs to regulate these genes. This may be due to the fact that these targets are false positives from TargetScan or that secondary structures near miRNA binding site at 3′UTR of mRNA. If the target site is not accessible, miRNA will not be able to regulate gene expression [69,70], and this could be the reason why we did not observe expected reduced expression with miR-690 mimic treatment for the above genes. Additionally, the plasmid vector used (psicheck2) has a strong promotor (T7) [71,72], and it may mask the luciferase activity if the miRNA mimic/inhibitor effect is smaller. This could be a reason why we observed relatively smaller or no differences in the luciferase activity for some of the predicted targets of miR-690 (e.g., MAP3K7: Figure 7D). Moreover, miR-690 could have multiple targets, where it may have more affinity towards some targets and less affinity for others. miRNA functions may also differ across tissues as there could be several other factors affecting miRNA functions. These possibilities may explain why miR-690 did not show the expected regulatory role on some of the predicted targets in this study.

Although this study fills important knowledge gaps in the literature, a few limitations exist. Changes in luciferase reporter with miRNA mimics and inhibitors are smaller than expected, possibly due to using a strong promotor [73], which may mask differences. Additionally, the promoter (aP2) we used to overexpress Agt, in the adipose tissue is also expressed in macrophages [74]. Whether the RAS overexpression in macrophages also contributed to inflammation requires further investigation. Moreover, as Ang II is also known to regulate inflammasomes by activating NLRP3, IL-1β and IL-18 in other cell types, similar mechanisms in adipose tissue are worth investigating [75,76,77]. Furthermore, reduced inflammation and ER stress by miR-690 (targeting MAP2K3) was demonstrated in in vitro studies, but whether miR-690 provides similar protective functions in vivo needs to be confirmed. Performing additional mice studies with miR-690 expression or to overexpress RAS in adipose tissue-specific manner, using adiponectin promoter may help better delineate RAS functions in metabolic tissues. Lastly, transfections (with negative controls, mimics and inhibitors) dampened the response of 3T3 L1 adipocytes to Ang II. Hence, it was difficult to perform simultaneous Ang II treatments and miR-690 transfections.

In conclusion, adipose RAS overexpression differentially expresses miRNAs and affects signaling pathways (inflammation and ER stress) which are hallmarks of obesity. This study is the first to show the effects of adipose RAS overactivation on miR-690 regulation, whereas targeted inhibition of MAP2K3 by miR-690 could be used as a novel therapeutic target to control inflammatory and cell stress signals activated via p38MAPK pathway. Increased expression of miR-690 in adipose tissue could act as a feedback mechanism to provide protection against detrimental effects of RAS overactivation. Nevertheless, future studies are needed to further dissect mechanisms linking miR-690 mediated effects (as there could be several other targets) in adipose tissue, and additional studies are warranted to validate miR-690 role in in vivo animal models, yet these investigations are beyond the scope of this manuscript.

## Figures and Tables

**Figure 1:**
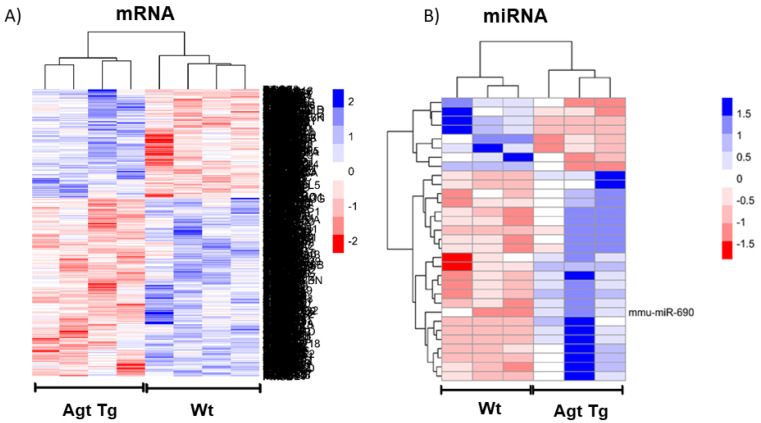
Profiling of genes and miRNAs in epididymal white adipose tissue (WAT) of mice overexpressing angiotensinogen (Agt Tg) compared to wild-type (Wt) mice. (**A**) Heat map representation of transcripts overexpressed (blue) and underexpressed (red) in Agt Tg vs. Wt mice WAT (*p* < 0.05, fold change >2). Rows represent transcripts while columns are samples. (**B**) Heat map representation of miRNAs overexpressed (blue) and underexpressed (red) in Agt Tg vs. wild-type mice WAT (*p* < 0.05, fold change >2). Rows indicate differentially expressed miRNAs, and columns are profiled samples. One candidate miRNA, mir-690, is labeled, others not shown. (mRNA expression: *n* = 4 each group, miRNA expression: *n* = 3 each group).

**Figure 2:**
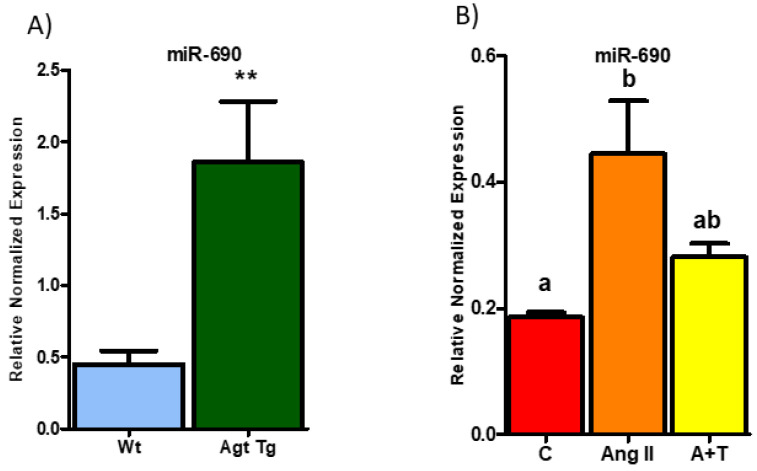
Renin–angiotensin system (RAS) overexpression induces miR-690 expression in both epididymal white adipose tissue (WAT) and adipocytes. (**A**) miR-690 expression is significantly higher (3-fold) in WAT in mice overexpressing angiotensinogen (Agt Tg) compared to wild type (Wt) mice (** *p* < 0.001) (*n* = 8). (**B**) Angiotensin treatment in 3T3-L1 adipocytes significantly increased miR-690 levels compared to control group, and miR-690 expression was reduced with RAS inhibitor telmisartan (trending with *p*-value 0.09) compared Ang II treated group (C = control, A = Ang II, A+T = Ang II + Telmisartan). Common letters on the error bars indicate no significance (e.g., “a” is significantly different from “b” and “ab” indicates no significance compared to “a” and “b”). Data is presented as mean ± SEM (*p* < 0.05). (*n* = 4).

**Figure 3:**
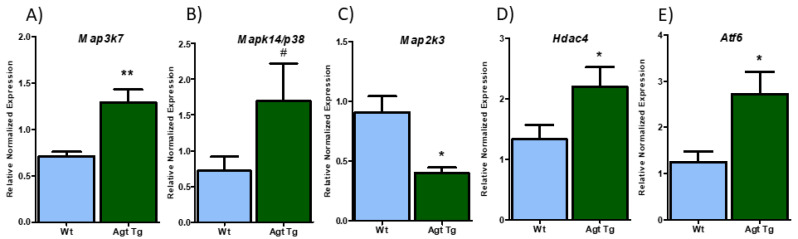
Renin–angiotensin system (RAS) overexpression differentially regulates genes related to inflammation and cell stress in mice epididymal white adipose tissue (WAT). (**A**,**B**) RAS overexpression induces mitogen-activated protein kinase kinase kinase 7 (*Map3k7*) and mitogen activated protein kinase 14 (*Mapk14/p38*) expression compared to wild type (Wt) mice. (**C**) However, RAS overexpression significantly downregulated mitogen activated protein kinase kinase 3 (*Map2k3*) expression in Agt Tg compared to Wt mice. (**D**,**E**) Similar to *Map3k7*, histone deacetylase 4 (*Hdac4*) and activating transcription factor 6 (*Atf6*) were upregulated in Agt Tg group compared wild-type (Wt) mice WAT. Data are presented as mean ± SEM (*n* = 8). (** *p* < 0.001, * *p* < 0.05, # *p* < 0.1).

**Figure 4:**
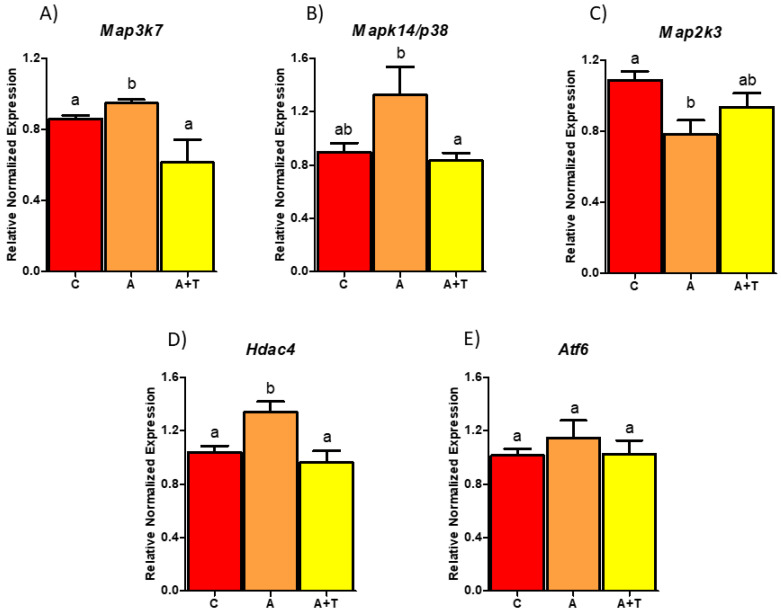
Renin–angiotensin system (RAS) overexpression differentially regulates genes related to inflammation and cell stress in 3T3-L1 adipocytes. (**A**,**B**) RAS overactivation induces mitogen-activated protein kinase kinase kinase 7 (*Map3k7*), mitogen-activated protein kinase 14 (*Mapk14/p38*) in Ang II treated group compared to control group, whereas Ang II treatment along with telmisartan significantly reduced gene expression of respective markers. (**C**) RAS overactivation significantly downregulated mitogen activated protein kinase kinase 3 (*Map2k3*) expression in Ang II treated group compared control group. (**D**) Meanwhile, histone deacetylase 4 (*Hdac4*) showed a similar expression as observed in *Map3k7* (**E**) No changes were observed in activating transcription factor 6 (*Atf6*) expression with Ang II or telmisartan in 3T3-L1 cells. (C = control, A = Ang II, A+T = Ang II + Telmisartan). Common letters on the error bars indicate no significance (e.g., “a” is significantly different from “b” and “ab” indicates no significance compared to “a” and “b”). Data are presented as mean ± SEM (*p* < 0.05). (*n* = 5).

**Figure 5:**
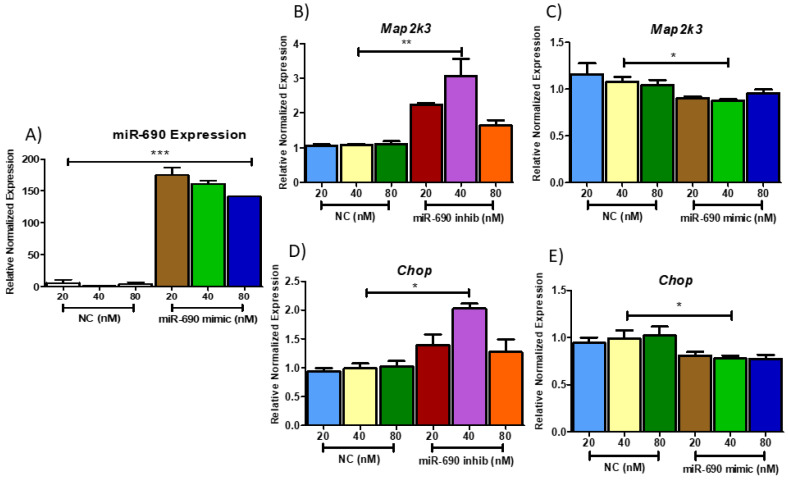
Regulatory role of different concentrations of miR-690 on its targets. (**A**) miR-690 transfection validation. All 3 different concentrations (20–80 nM) of miR-690 mimic-treated groups showed significantly higher miR-690 expression compared to negative controls (NC). (**B**) Potential target of miR-690, mitogen activated protein kinase kinase 3 (*Map2k3*) showed significantly higher expression with 40nM inhibitor compared to NC groups. (**C**) The 40 nM mimic concentration showed significantly reduced *Map2k3* expression compared to 40 nM NC. (**D**) C/EBP homologous protein (*Chop*) showed significantly higher expression with 40nM inhibitor compared to NC groups and (**E**) 40 nM mimic concentration showed significantly reduced *Chop* expression compared to 40 nM NC. Data are presented as mean ± SEM (***p < 0.0001, ** *p* <0.001, *p < 0.05). (*n* = 3).

**Figure 6:**
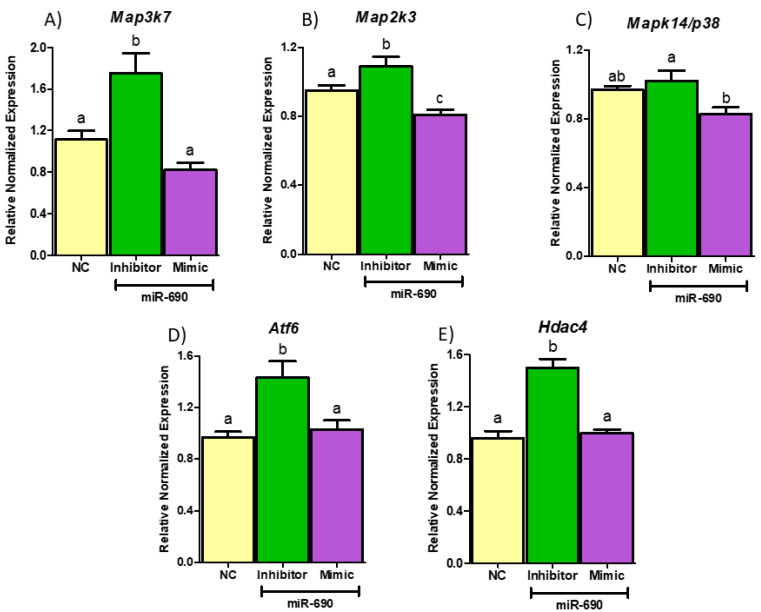
miR-690 target validation with miRNA mimic and inhibitor treatments. (**A**,**B**) miR-690 inhibitor significantly induced expression of mitogen activated protein kinase kinase kinase 7 (*Map3k7*) and mitogen activated protein kinase kinase 3 (*Map2k3*) expression, while, as expected, miR-690 mimic significantly reduced their expression compared to negative control (NC). (**C**) No significant changes were observed with miR-690 mimic or inhibitor treatments in mitogen activated protein kinase 14 (*Mapk14/p38*) expression in 3T3-L1 cells compared to NC groups. (**D**,**E**) Only miR-690 inhibitor was able to increase expression of histone deacetylase 4 (*Hdac4*) and activating transcription factor 6 (*Atf6*) expression but not mimic compared NC. Common letters on the error bars indicate no significance (e.g., “a” is significantly different from “b” and “ab” indicates no significance compared to “a” and “b”). Data are presented as mean ± SEM (*p* < 0.05). (*n* = 4).

**Figure 7:**
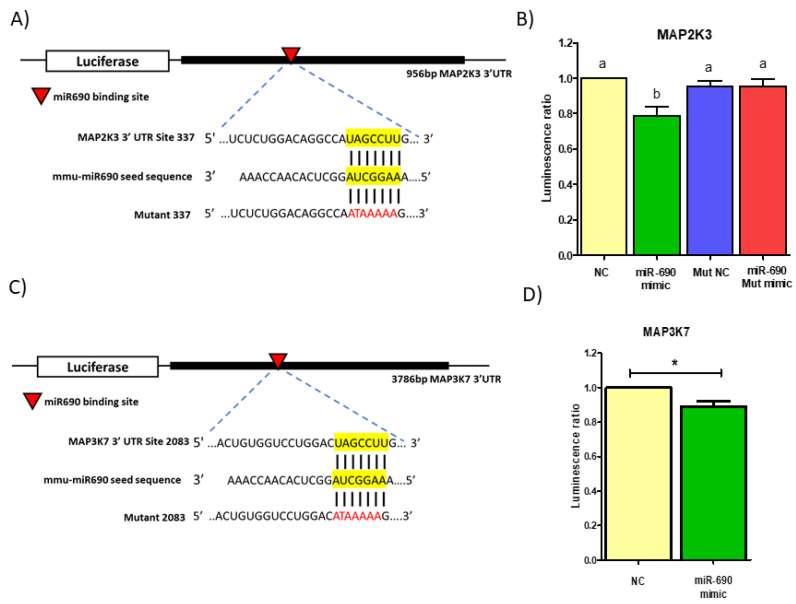
miR-690 directly regulates mitogen activated protein kinase kinase 3 (*Map2k3*) expression via binding to 3′ untranslated region (3′UTR). (**A**) Representation *Map2k3* with miR-690 at 3′UTR on the reporter plasmid. Predicted binding sites (using computational tools) for miR-690 in the *Map2k3* 3′UTR are indicated with red arrowhead. Complementary seed region for miR-690 was mutated to block miRNA target binding (mutated nucleotides are indicated in red). (**B**) Luciferase reporter activity of the *Map2k3* 3′UTR in 3T3-L1 cells treated with miR-690 mimic and negative control (NC). Reporter activity decreases by 20% when cells are treated with mimic. Moreover, mimic did not reduce luciferase activity in mutated 3′UTR group compared to NC. (**C**) Representation of mitogen activated protein kinase kinase kinase 7 (*Map3k7*) by miR-690 at 3′UTR on the reporter plasmid and the predicted binding sites for miR-690 in the *Map3k7* 3′UTR are in red arrowhead. (**D**) Luciferase reporter activity of the *Map3k7* 3′UTR in 3T3-L1 cells treated with miR-690mimic and NC. Reporter activity decreased only by 10%. Each sample was normalized to Renilla luciferase activity. Common letters on the error bars indicate no significance (e.g., “a” is significantly different from “b”). Data are presented as mean ± SEM (*p < 0.05). (*n* = 4).

**Figure 8:**
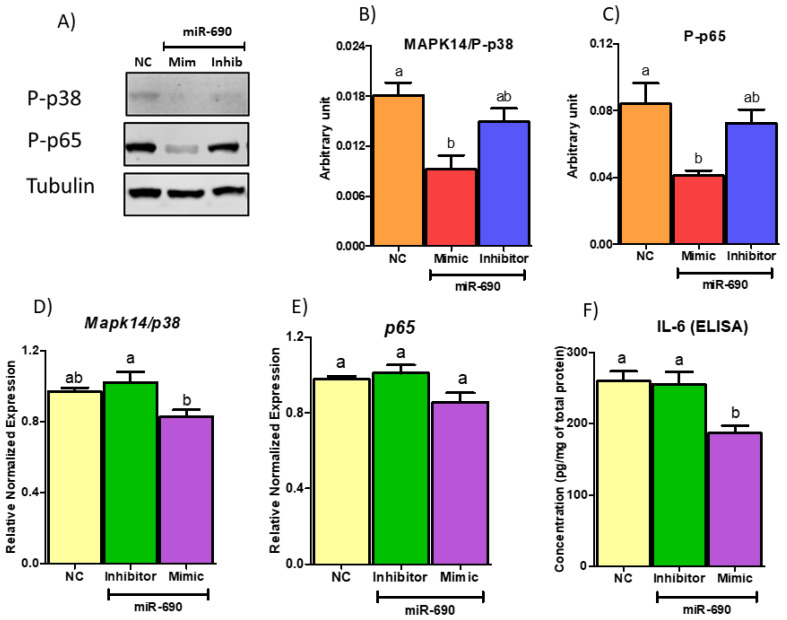
Targeting mitogen activated protein kinase kinase 3 (*Map2k3*) by miR-690 reduces downstream inflammation and cell stress. (**A**) Western blot image of protein analysis. miR-690 mimic significantly reduced the amount of phospho-p38 (P-p38) and phospho-p65 (P-p65) at protein level compared to negative control (NC), whereas inhibitor-treated groups had no differences in the protein amount compared to NC. (**B**) Quantification of P-p38 protein normalized to Tubulin. (**C**) Graphical interpretation of P-p65 protein level normalized to Tubulin level. (**D**) *Mapk14/p38* did not show any significant reduction in messenger RNA (mRNA) level with miR-690 mimic or inhibitor treatments compared to NC. (**E**) Similar to *p38, p65* showed no changes at mRNA levels among treatment groups. (**F**) Enzyme-linked immunosorbent assay (ELISA) results. miR-690 mimic significantly reduced interleukin 6 (IL-6) level in media treated with miR-690 mimic compared to NC. Common letters on the error bars indicate no significance (e.g., “a” is significantly different from “b” and “ab” indicates no significance compared to “a” and “b”). Data are presented as mean ± SEM (*p* < 0.05) (*n* = 4).

**Figure 9:**
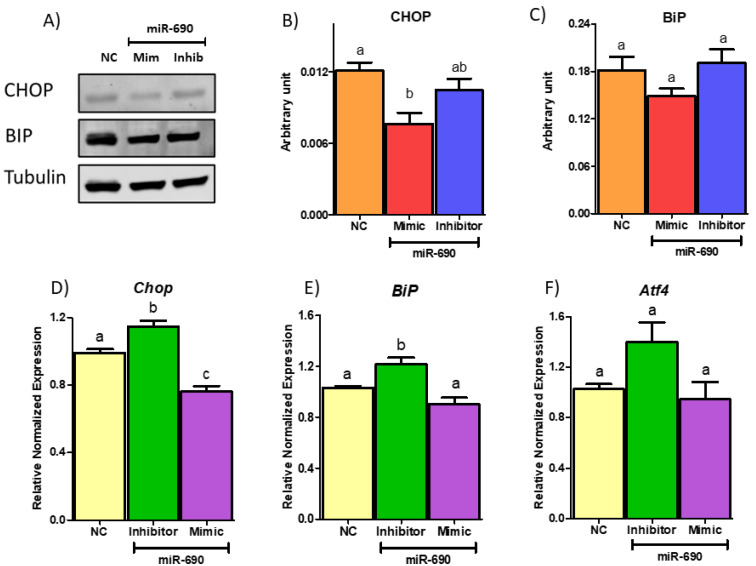
Effects of targeting mitogen-activated protein kinase kinase 3 (*Map2k3*) by miR-690 on ER stress markers. (**A**) Western blot image of protein amounts of C/EBP homologous protein (CHOP) and binding immunoglobulin protein (BIP). Mir-690 Mimic significantly reduced CHOP expression compared to negative control (NC) group, but no changes were observed with inhibitor. BIP protein amounts were unchanged among NC, miR-690 mimic and inhibitor groups. (**B**) Quantification of CHOP protein normalized to Tubulin. (**C**) Quantification of BIP protein normalized to Tubulin. (**D**) Gene expression of *Chop*. miR-690 inhibitor significantly induced *Chop* expression, whereas mimic treatment reduced *Chop* expression as expected compared to NC group. (**E**) miR-690 inhibitor treated group had significantly increased mRNA level of *BiP* compared to NC group, yet no changes were observed among mimic and NC treated groups (**F**) No differences were observed in activating transcription factor 4 (*Aft4*) gene expression with treatments of miR-690 inhibitor or mimic compared to NC group. Common letters on the error bars indicate no significance (e.g., “a” is significantly different from “b” and “ab” indicates no significance compared to “a” and “b”). Data are presented as mean ± SEM (*p* < 0.05). (*n* = 4).

**Table 1:** Renin angiotensin system (RAS) overexpression affects inflammatory and cell-stress signaling pathways. Top 10 significantly different signaling pathways in Agt Tg compared to Wt mice white adipose tissue (WAT). Percentage represents the number of interested genes significantly regulated (positive genes) out of total genes included in the pathway (measured gene).

Signaling Pathway	Positive (Genes)	Measured (Genes)	Percentage (%)	Z Score	*p*-Value
IL-3	14	83	16.87	2.4	0.015
IL-6	12	72	16.67	2.18	0.028
Delta-Notch	10	53	18.87	2.42	0.015
IL-2	10	54	18.52	2.35	0.014
IL-5	9	52	17.31	2	0.024
Inflammatory Response	5	19	26.32	2.56	0.014
Oxidative Stress	5	20	25.00	2.42	0.019
Mitochondrial Gene Expression	4	16	25.00	2.17	0.032
p38 MAPK	5	24	20.83	1.95	0.047
IL-9	4	18	22.22	1.89	0.05

**Table 2:** Renin angiotensin system (RAS) mediated miR-690 activation significantly affects inflammatory and cell-stress signaling pathways. Significantly affected pathways in Agt Tg compared to Wt mice white adipose tissue (WAT) and potential gene targets of miR-690.

Signaling Pathway	Hits	Score	Expected Score	*p*-Value	Genes
IL-3	39	39	23.98	0.0049	*Atf2, Bcl2, Birc5, Bmx, Cdc42, Creb1, Crkl, Dnm1, Foxo1, Gab2, Grb2, Gsk3b, Inpp5d, Jak2, Kcnip3, Kras, Mapk1, Mapk14, Mapk7, Mapk8, Mmp2, Mras, Pak1, Pik3ca, Pik3r1, Prkca, Prkcb, Ptpn11, Rac1, Rapgef1, Rps6kb2, Rxra, Shc1, Socs2, Sos1, Src, Stat3*
IL-5	25	25	16.54	0.0533	*Atf2, Btk, Crkl, Ctnnb1, Dnm2, Foxo3, Grb2, Gsk3b, Il2rb, Jak2, Kras, Mapk1, Mapk14, Pik3cg, Pik3r1, Prkcb, Ptpn11, Rac1, Rapgef1, Rps6ka1, Sdcbp, Shc1, Shc2, Stat3, Syk*
IL-6	33	33	23.74	0.0711	*Ar, Bmx, Btk, Cd40, Crebbp, Eif4e, Erbb3, Foxo1, Foxo3, Foxo4, Gab2, Grb2, Gsk3b, Il6st, Inpp5d, Jak2, Map3k7, Mapk1, Mapk14, Mapk8, Mapt, Pik3r1, Plcg1, Ppp2r1b, Ppp2r2c, Ptpn11, Rac1, Rb1, Rps6kb1, Sgk1, Shc1, Sos1, Stat3*
IL-9	7	7	5.75	0.4644	*Grb2, Irs1, Mapk1, Pik3r1, Ptpn11, Shc1, Stat3*
Inflammatory Response	10	10	7.19	0.2825	*Cd28, Cd40, Cd80, Fn1, Il2ra, Il2rb, Lamb2, Lamc1, Lamc2, Thbs1*
Mitochondrial Gene Expression	10	10	4.55	0.0320	*Camk4, Creb1, Gabpb2, Hcfc1, Nrf1, Ppargc1a, Ppargc1b, Ppp3ca, Sp1, Tfam*
Oxidative Stress	6	6	6.71	0.5370	*Maoa, Mapk14, Mgst1, Nqo1, Sod2, Sp1*
p38 MAPK	14	14	8.63	0.0949	*Atf2, Cdc42, Creb1, Grb2, Map3k1, Map3k5, Map3k7, Map3k9, Mapk14, Mknk1, Rac1, Ripk1, Shc1, Tgfbr1*

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/6/1327/s1, Table S1: Primer list used for mRNA quantification, Table S2. The primers used for plasmid generation.

# Supplementary material for: Role of microRNA 690 in Mediating Angiotensin II Effects on Inflammation and Endoplasmic Reticulum Stress
**Source:** Cells. 2020 May 26;9(6):1327. doi: 10.3390/cells9061327
**Supplement:** Supplementary file 1

**Table S1.** Primer list used for mRNA quantification.

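Table S1 lists the forward and reverse primers used to measure mRNA by RT-qPCR, in which each pair amplifies a short piece of the cDNA of its gene. The sequences were matched exactly to the mouse transcripts of GENCODE M21. The pairs gave a product of 67 bases in Ddit3 (Chop), 120 in Il6, 82 in Map2k3, 107 in Mapk14, 98 in Hdac4 and 131 in Atf6. The 18S pair gave a product of 117 bases in an annotated rRNA gene. Exact products were not found for 4 other pairs. Of the Gapdh forward primer the last 22 of its 23 bases matched Gapdh, and of the Map3k7 forward primer the last 11 of its 17 bases matched Map3k7. The Bip reverse primer matched Hspa5 over all 26 bases, and no match of the 3′ end of the forward primer was found there. For Atf4, the last 8 of 21 bases of the forward and 16 of 19 bases of the reverse primer matched. The pair listed for NFkB had 0 bases of either 3′ end matched in Rela, the gene of p65, and gave exact products in Gapdh, the shortest of 150 bases, and in 16 pseudogenes. It shares 1 sequence with the listed Gapdh pair. These are matches of the printed sequences to the reference, and mismatches at a primer's 5′ end need not prevent amplification.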

| Primer                  | Forward (5'-3') Sequence  | Reverse (5'-3') Sequence   |
|-------------------------|---------------------------|----------------------------|
| Mouse <i>Chop</i>       | CCACCACACCTGAAAGCAGA      | AGGTGAAAGGCAGGGACTCA       |
| Mouse <i>Atf4</i>       | AAGCAGCAGAGTCAGGCTTTC     | GGGTCTGTCTTCCACTCCA        |
| Mouse <i>Bip</i>        | TTCAGCCAATTATCAGCAAACCTCT | TTTTCTGATGTATCCTCTTCACCAGT |
| Mouse <i>Il6</i>        | AACCGCTATGAAGTTCCTCTC     | TCCTCTGTGAAGTCTCCTCTC      |
| Mouse <i>NFkB</i>       | GGTGAAGGTCGGTGTGAAC       | TGAGTGGAGTCATACTGGAACA     |
| Mouse <i>Map2k3</i>     | AGCACTTACCTACAGCCATAA     | CAGAGACCGACAGGAACA         |
| Mouse <i>Mapk14/p38</i> | AAGAGCCTGACCTATGATGAA     | AGTGAAGTGAGATAGACAGAACA    |
| Mouse <i>Map3k7</i>     | ACGCTGTGGTCTAAGGA         | AGGATACTGTAACGGCTCAT       |
| Mouse <i>Hdac4</i>      | CCATTGAGAGTGAGGAGGAA      | GGCTTGCTGTCTGAAGAG         |
| Mouse <i>Atf6</i>       | TGCCAAGGAGAAGATACCA       | CACAGCCACAGTCACATC         |
| Mouse <i>Gapdh</i>      | CTGAGTGGAGTCATACTGGAACA   | GGTGAAGGTCGGTGTGAAC        |
| Mouse <i>18S</i>        | GGACAGGATTGACAGATTGATAGC  | TGCCAGAGTCTCGTTCGTTA       |

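Table S2 lists the primers used to clone parts of the 3′ UTRs into the luciferase reporter and to change the miR-690 site. Without their vector tails, the Map2k3 pair brackets 330 bases on chromosome 11 of GRCm38 from 60952018 to 60952347, which are bases 171 to 500 of the annotated 3′ UTR. This fragment holds 1 7mer-m8 match to the miR-690 seed and 0 6mer matches. The Map3k7 pair brackets 350 bases on chromosome 4 from 32021455 to 32021804, with 1 7mer-A1 match and 0 6mer matches. The mutagenesis pair replaces the Map2k3 site TAGCCTT with ATAAAAA. Counted from 1 at the 5′ end of the site, with the reference base first, the substitutions are T1A, A2T, G3A, C4A, C5A, T6A and T7A, so that all 7 bases differ. The reverse primer ends at the base before the site. Of the forward primer without its tail, the last 9 of 17 bases matched the Map2k3 transcript without a break. The bases before these 9 match those directly after the site, so that the printed primer lacks only 1 C of the reference. As printed, the pair would therefore remove this base besides making the 7 substitutions. The paper states that the mutants were verified by sequencing, and whether the construct lacks this base is not known here.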

**Table S2.** The primers used for plasmid generation.

| Primer                   | Forward (5'-3') Sequence          | Reverse (5'-3') Sequence                      |
|--------------------------|-----------------------------------|-----------------------------------------------|
| psiCHECK2                | CCTAACACCGAGTTCGTGAAGGT           | CCCGCGTCAGACAAACCCTA                          |
| Mouse MAP2K3 UTR         | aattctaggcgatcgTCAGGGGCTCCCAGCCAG | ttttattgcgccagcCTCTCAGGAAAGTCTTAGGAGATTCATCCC |
| Mouse MAP2K3 mutagenesis | aaaGGTACTGTCTGGATGCC              | ttatTGGCCTGTCCAGAGAGAC                        |
| Mouse MAP3K7 UTR         | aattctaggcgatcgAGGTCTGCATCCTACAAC | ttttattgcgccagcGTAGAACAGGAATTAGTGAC           |

How the deposited data were processed for this re-analysis (not part of the article)

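Small RNA libraries from epididymal WAT of 3 Wt and 3 Agt Tg male mice were analysed, with genotype and replicate taken from the sample labels and the legend of Figure 1. The gene expression arrays, the RT-qPCR, protein and luciferase measurements and miR-690 were not analysed here. One table of the whole series was used, and 0 of its columns of values were left without a sample.

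The authors checked read quality with FastQC, mapped reads to miRBase precursors, selected reads on mature miRNAs and extracted profiles with the Gunaratne Next Generation Pipeline. The methods also name a mapping to GRCm38.p4 with Qseq version 12. The miRBase release and the number of mismatches allowed are not given in the sources used here. The values the authors deposited are log2 of reads per 10000000 of a library total, with values under 10 raised to 10. This was worked out from the values. Within each library the linear values above the floor were whole multiples of 1 step, 10000000 divided by the step was a whole number, and 1924 of 1924 values came out whole within 0.02 reads. No further scaling between libraries was visible in the values. The totals lay between 6387766 and 10562634 reads, with medians of 7838874 in Wt and 10367417 in Agt Tg mice, and the floor stood for 6.39 to 10.6 reads. Between 305 and 335 rows per library were above the floor.

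The table has 1983 rows, all with human miRNA names and 0 duplicated names. Of these, 373 were above the floor in at least 1 library and 329 in at least 3, and the 329 were tested. Among them 6 shared all their values with another row (3 sets of values, 0 of the rows at the threshold), so that reads of near-identical miRNAs could not be told apart there. Rows were compared by number with the mouse miRNA genes in the RefSeq gene table of GRCm38.p6, synonyms included, and 58 of the 329 had no mouse gene of the same number. A shared number does not prove that the mature sequences are identical, and a mouse counterpart under another number is missed.

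Tests used limma 3.58.1 in R 4.3.3, with moderated statistics and a variance trend, and genotype as the only term. The test planned before the data were examined was a count model, with limma on log2(value + 1) as its replacement for normalized values. Since the deposited values were already on a log2 scale, limma was run on them as they are, and on log2(value + 1) as an alternative. A miRNA was counted at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and also at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are those of limma. Lists of miRNAs were tested with fry and camera from limma, adjusted over the lists. Clustering used row z-scores, Euclidean distance and complete linkage. Exact permutation tests of 2 group means were two-sided, and 3 mice against 3 cannot give a p under 0.1. limma-voom took values at the floor as the reads the floor stood for. TMM scaling was computed from the recovered reads, with 30% of the log ratios and 5% of the mean levels trimmed.

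The miRNAs named were fixed by a rule before the data were examined: every miRNA the paper's text names, in every arm listed; those with the smallest adjusted p among any at an adjusted p under 0.05, of which there were 0; the 5 with the largest and the 5 with the smallest log2 fold change among those at the threshold whose groups do not overlap; the 5 most abundant; and members of marker lists. The lists were haematopoietic, erythroid, muscle, epididymis and testis, liver, adipocyte, endothelial, and mouse miRNAs with numbers near that of miR-690. The muscle and liver lists had 1 tested member each and the list by number 0, and these were not tested, since 2 members were required. An epithelial list, and sets of miRNAs with no mouse gene of the same number and of the Dlk1 to Dio3 region, were chosen after the values were seen. Any other miRNA named was also chosen after its values were seen.

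The test was tried on simulated data for the 329 miRNAs at the real depths, 3 libraries against 3, with 40 miRNAs changed 4-fold, in 20 runs. It recovered 97.5% of the changed miRNAs at the threshold and 96.9% at an adjusted p under 0.05, and called 0.796% of the unchanged ones at the threshold. Where nothing was changed it made 1.65 calls per run at the threshold. The simulation gave every miRNA the same spread, the median of the real replicates.

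The alternatives were limma on log2(CPM + 1), limma-voom with TMM, scaling to miR-191-5p, no filter, a filter at a mean CPM of 10, the replicate number as a block, no fold threshold, leaving out each library in turn, and for the clustering and the lists other linkage, distance and set tests. Seed matches and primer matches were searched with Python 3.11.15 in the transcripts and annotation of GENCODE M21 (GRCm38), and figures were drawn with matplotlib 3.10.9.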

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

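The tests of Wt replicate 2 and of the miRNAs with no mouse gene of the same number were chosen after these results were seen; the epididymis and testis list and its fry test between genotypes were set before, and the count of miRNAs at the threshold without Wt replicate 2 was chosen as a test after.

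In Wt replicate 2, the 2 tested members of the epididymis and testis list, miR-34c-5p and miR-34b-3p, had a median log2 difference of 6.07 from the mean of the other libraries, against −1.61 to −0.92 in the others. This is a signal outside the miRNAs the paper discusses and in a library of the control genotype. Both members were above the floor in all 6 libraries; whether the other libraries have them from WAT itself or from less of the same carry-over was not tested. The list shares 0 members with another. miR-34c-5p, the more abundant, had 64135 reads there. An epithelial list, chosen after its values were seen, had a median difference of 5.23, with 5 of its 8 members above the floor in all libraries. Library depth is argued against by the total of 7838874 reads, which lies within the range of the others. A few miRNAs taking most of the reads is argued against by their share, 4.08% of the reads on listed miRNAs (0.126% to 0.151% in the others), with a median difference of −0.04 over the remaining miRNAs. A library made wholly from another tissue is argued against by the adipocyte list, whose median difference of −0.21 lies between the −0.24 and 0.20 of the other libraries. The members of that list went both ways. In Wt replicate 2 miR-378a-3p (15.24) and miR-378a-5p (8.22) were at their lowest of all libraries and miR-107 (10.23) at its highest. How well the list tells WAT from the tissues beside it was not tested. An exchange of labels with an Agt Tg library is argued against as the cause of this departure by the 12 miRNAs that stand above libraries of both genotypes. Tissue carried over from the epididymis or testis, which adjoin epididymal WAT, is a candidate explanation, which needs a departure of its list such as the 6.07. It is a hypothesis, since only 2 members could be tested, and epithelium of another kind stays open. The genes of the 2 members, Mir34b and Mir34c, lie close together on chromosome 9, so they need not be independent of each other. A difference of this 1 mouse was not tested.

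The same carry-over was weighed as a source of the differences between genotypes. Of the 16 miRNAs at the unadjusted threshold, 13 were also there without Wt replicate 2. This argues against carry-over in that library as the source of most of them. It cannot exclude a smaller carry-over in the other libraries, which stayed in the test. The list itself had a median log2 fold change of −1.90 (fry adjusted p = 0.41, and between 0.324 and 0.775 under the alternatives), and without Wt replicate 2 its sign changed, to 0.16.

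Rows with no mouse miRNA gene of the same number took 0.320% of the reads on listed miRNAs in Agt Tg (0.307% to 0.347%) and 0.241% in Wt (0.229% to 0.248%), higher in 3 of 3 Agt Tg libraries than in any Wt library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The paper does not discuss these rows. The shares are over 76 such rows above the floor in at least 1 library. Of these, 58 were among the 329 tested, and the 58 had a median log2 fold change of 0.30, compared with −0.24 for the other 271; 37 were higher. fry gave an adjusted p of 0.0397, 0.059 under TMM scaling, and between 0.0273 and 0.185 with each library left out; it was over 0.05 without Wt replicate 1 (0.185), Wt replicate 2 (0.109), Wt replicate 3 (0.107) or Agt Tg replicate 3 (0.062). Under TMM scaling the median was 0.42. A share of reads does not depend on the scaling of the libraries. Values near the floor are argued against by the rows above the floor in all libraries, at 0.311% in Agt Tg and 0.235% in Wt, again without overlap. The most abundant of the rows, miR-3195, is argued against as the whole cause, since without it the shares were 0.252% and 0.206%, without overlap. Chance cannot be excluded, since only 1 of the 10 splits of the libraries gives a difference as large but 10 splits allow no share under 0.1. What RNA these reads come from was not tested, because the sequences of the human miRNAs were not used here. The tests between genotypes above leave a difference due to the genotype open.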

How the results depend on the processing

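Most alternatives were set before the data were examined. Chosen after were TMM scaling of the deposited values, no variance trend and the rows with a mouse miRNA gene of the same number. Leaving out libraries in the clustering and the test of an exchange of labels were also chosen after. TMM had been planned with the count model and the clustering, not for the deposited values. The planned replacement for normalized values, log2(value + 1), was not used as the main setting and was added later as an alternative.

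The main count was 16 miRNAs at the unadjusted threshold, 9 higher and 7 lower in Agt Tg. limma on log2(CPM + 1), which compresses low values, gave 7 (4 and 3). A mean CPM of at least 10, which leaves fewer miRNAs to test, gave 3 (1 and 2). No fold threshold gave 30 (15 and 15). limma-voom with TMM gave 14, with 4 lower; the cause was not tested. Only the rows with a mouse miRNA gene of the same number gave 5, with 0 higher (limma, 12 at an unadjusted p under 0.05, 1 of them higher), since rows were left out. With each library left out in turn the count lay between 12 and 35, with 6 to 12 higher and 4 to 25 lower. It was 35 without Agt Tg replicate 1, and the lower count was 25 without that library, 11 without Wt replicate 2, 13 without Wt replicate 3 and 4 without Agt Tg replicate 3. Under the other settings the count of all stayed within 1.5 times. Among them, log2(value + 1) gave 15 (9 and 6), scaling to miR-191-5p 14, no filter 15 and no variance trend 17. The count at an adjusted p under 0.05 was 0 by limma and limma-voom under all 17 alternatives, with the smallest adjusted p between 0.187 and 0.802 and 12 to 53 miRNAs at an unadjusted p under 0.05.

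The replicate numbers did not pair the libraries. The correlations of the deviations of same-numbered libraries were 0.22, −0.18 and −0.21. With the replicate block the count was 17 (8 and 9), with 14 of them among the 16, 0 at an adjusted p under 0.05 (26 at an unadjusted p under 0.05), and 0 lists.

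Chance cannot be excluded for the count at the threshold, since 2 of the 10 splits of the libraries gave one as large and 10 splits allow no share under 0.1. The other one, Wt replicates 1 and 3 with Agt Tg replicate 1 against the rest, gave 20, and 67 with no fold threshold, where the labels as given gave 30. An exchange of the labels of Wt replicate 2 and Agt Tg replicate 1 may therefore not be told from the labels as given by this count. Every split gives a count of at least 0 at an adjusted p, so that 10 of the 10 splits with a count as large say nothing of chance there. In simulated data with the median spread for every miRNA the test made calls with 3 libraries against 3.

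Of 22 named miRNAs, 336 values under alternatives were computed. The sign changed in 27 values of 8 miRNAs, and 0 of those passed the threshold in either direction. The 10 miRNAs named for their changes kept their sign. Among them miR-6724-5p, miR-4478, miR-4492, miR-205-5p and miR-4737 were at the threshold under every alternative in which they were tested, and 21 values of the other 5 fell short of it.

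In the clustering Wt replicate 2 was alone in 1 of the 2 main branches with average linkage, with a distance from Spearman correlations, with a mean CPM of at least 10 and under TMM scaling. Any branch of 1 library puts 4 of 6 libraries with their genotype, so that count says nothing of the genotypes. Wt replicate 2 was also alone without Wt replicate 1, Wt replicate 3, Agt Tg replicate 1 or Agt Tg replicate 3, and was with Agt Tg replicate 3 without Agt Tg replicate 2. No list reached an adjusted p under 0.05 with fry. camera, whose correlation is preset, called 3 lists (adipocyte, erythroid and haematopoietic, adjusted p = 0.0449 each), none of which fry called with all 6 libraries. Without Agt Tg replicate 1 fry called 2, haematopoietic (median log2 fold change −0.91, adjusted p = 0.0034) and adipocyte (0.32, adjusted p = 0.0306); with the other libraries left out it called 0.

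DESeq2 and the quasi-likelihood count model were not run. The values were deposited on a log2 scale, and although reads above the floor were recovered, values at the floor give no number of reads. Scaling by library size only is the main setting, and rows with the same name did not occur. The alternatives for miR-690 were not run. Depth limits what can be seen of miRNAs near the floor, which stood for 6.39 to 10.6 reads.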

Differences from the paper's values

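The rows with a mouse miRNA gene of the same number, TMM scaling, no variance trend and log2(value + 1) were chosen after the values were seen, and none of them comes within 1.5 times of the paper's 31 or 23; the other settings were set before.

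The paper's count of differentially expressed miRNAs is 31, and 16 were counted here. The picture of Figure 1B names 1 miRNA, miR-690, with the prefix for mouse, while every miRNA counted here carries a human name, so the 2 counts need not be over the same set of miRNAs, and this holds for the counts of higher and lower miRNAs as well. Of the 13 alternatives set before the data were examined, 4 came within 1.5 times of the paper's count: no fold threshold (30), without Agt Tg replicate 1 (35), without Wt replicate 2 (23) and without Wt replicate 3 (22). The other 9 did not, at between 3 and 17. The paper words its fold threshold in different ways, as at least 1 in its results and above 2 in the legend of Figure 1. The main count here follows the legend. Read literally, a fold change of at least 1 sets no fold threshold, and that setting gave 30, with 15 higher and 15 lower.

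The paper's count of miRNAs higher in Agt Tg is 23, and 9 were counted here. None of the 13 alternatives came within 1.5 times of it. The nearest was no fold threshold, with 15, and the others gave between 1 and 12. The paper's count of lower miRNAs is 8 and the count here was 7. Of the 13 alternatives, 6 were within 1.5 times of the paper's count, and the others gave 2 with a mean CPM of at least 10, 3 with log2(CPM + 1), 4 with limma-voom and without Agt Tg replicate 3, 13 without Wt replicate 3, 15 with no fold threshold and 25 without Agt Tg replicate 1.

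The paper places more of its miRNAs on the higher side. Here 9 of 16 were higher. The higher side was also larger with limma-voom (10 higher and 4 lower), under TMM scaling (10 and 5), with log2(value + 1) (9 and 6), log2(CPM + 1) (4 and 3), scaling to miR-191-5p (8 and 6), no filter (8 and 7) and no variance trend (9 and 8), and without Agt Tg replicate 3 (9 and 4) or Wt replicate 2 (12 and 11). The sides were equal without Wt replicate 1 (6 and 6) and with no fold threshold (15 and 15). The lower side was larger without Agt Tg replicate 1 (10 higher and 25 lower), without Wt replicate 3 (9 and 13), without Agt Tg replicate 2 (6 and 7), with the replicate block (8 and 9), with a mean CPM of at least 10 (1 and 2) and with only the rows that have a mouse miRNA gene of the same number (0 and 5).

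The paper gives the miR-690 site of Map2k3 as starting at base 337 of the 3′ UTR, and it starts at base 336 of the annotated 3′ UTR used here. For Map3k7 the paper's start is 2083, and the site starts at base 1949 of the shorter annotated 3′ UTR and at base 2097 of the longer. Figure 7C draws the Map3k7 site as a match that includes base 8 of miR-690. In the 4 annotated transcripts of Map3k7 the match in the 3′ UTR covers bases 2 to 7 and is followed by an A, with 0 matches that include base 8. The paper states a single site in each 3′ UTR. Each held 1 site of 7 bases, with 1 6mer site besides in Map2k3 and in the shorter 3′ UTR of Map3k7, and 2 in the longer.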

Other observations

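The set of the Dlk1 to Dio3 region and the values of miR-196a-5p and miR-196b-5p were chosen after the values were seen; the marker lists and the miRNAs the paper names were set before.

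The 27 tested miRNAs with a mouse gene between Dlk1 and Dio3 (chromosome 12 of GRCm38, 109452823 to 110281097) had a median log2 fold change of −0.55, and 25 of them were lower in Agt Tg; the median of the other 302 was −0.17. The hypothesis that they move as a set was tested with fry, which gave an adjusted p of 0.141, 0.167 under TMM scaling, and between 0.0279 and 0.385 with each library left out, under 0.05 only without Agt Tg replicate 1. It cannot be told apart from chance here, since miRNAs of 1 region need not be independent of each other. miR-127-5p belongs to this region.

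Blood or immune cell content was weighed as a source of the differences. The 5 tested miRNAs of the haematopoietic list had a median log2 fold change of −0.60 (fry adjusted p = 0.292, between 0.0034 and 0.697 under the alternatives), all 5 lower in Agt Tg. The most abundant were miR-150-5p (−0.26), miR-142-5p (−0.56) and miR-223-3p (−0.63). The 5 of the erythroid list had a median of 0.40 (fry adjusted p = 0.41, between 0.262 and 0.905 under the alternatives that use fry, and 0.0449 with camera) and of −0.05 without Wt replicate 2, led by miR-486-5p (0.15) and miR-451a (0.29). All 5 members of each were above the floor in all 6 libraries, and the lists share 0 members. Both arms of miR-144 and of miR-486 are in the erythroid list, and both arms of miR-142 are in the haematopoietic list. The tested members of the endothelial list are both arms of miR-126. Members of a list are therefore not all independent of each other. The haematopoietic list was past the test's threshold only with camera and without Agt Tg replicate 1, so that a lower content of such cells in Agt Tg could neither be shown nor excluded, and a change within the cells stays open as well. The adipocyte list (8 members) had a median of 0.18 and the endothelial list (2 members) one of 0.23, each with a fry adjusted p of 0.41 (between 0.0306 and 0.775, and between 0.262 and 0.775, under the alternatives that use fry; camera gave 0.0449 and 0.187). miR-133a of the muscle list changed by −0.51, with 10.72 in Wt replicate 2 and between 8.92 and 9.35 in the other 5 libraries, and miR-122-5p of the liver list by 0.35.

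miR-196a-5p was at 5.00, 7.64 and 3.61 in Wt replicates 1, 2 and 3 and at 7.99, 6.93 and 6.51 in the Agt Tg libraries, and miR-196b-5p at 4.12, 6.83 and 3.83 in Wt and 7.88, 6.45 and 5.88 in Agt Tg. Their log2 fold changes were 1.73 and 1.81 with all libraries (limma adjusted p = 0.553 and 0.531) and 2.84 and 2.76 without Wt replicate 2 (limma adjusted p = 0.299 each). The groups overlap only through Wt replicate 2.

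Of the miRNAs the paper names, miR-191-5p, its reference in RT-qPCR, was between 16.58 and 17.41 in the 6 libraries, with a log2 fold change of 0.01 (standard error 0.24), or 0.19 relative to the median of all miRNAs, and it was below 0 without Wt replicate 2 (−0.22), Agt Tg replicate 1 (−0.09) or Agt Tg replicate 2 (−0.00). miR-21-5p changed by −0.25, miR-132-3p by −0.22, miR-132-5p by −0.05, miR-143-3p by 0.22, miR-143-5p by 0.15, miR-708-3p by −0.08 and miR-708-5p by −0.06. Relative to the median of all miRNAs these were −0.06, −0.04, 0.14, 0.41, 0.33, 0.11 and 0.13. Under TMM scaling and with limma-voom, miR-132-5p and both arms of miR-708 had the other sign. With 1 library left out, the sign was the other one for miR-132-5p without Wt replicate 1 (0.16), Wt replicate 3 (0.03), Agt Tg replicate 2 (0.22) or Agt Tg replicate 3 (0.01), for miR-708-5p without Wt replicate 1 (0.10) or Agt Tg replicate 1 (0.18), for miR-708-3p without the same libraries (0.14 and 0.06), and for miR-143-5p without Wt replicate 3 (−0.09). None was at the unadjusted threshold under the main setting or an alternative. miR-22-3p, miR-10a-5p and miR-99b-5p, among the 5 most abundant, changed by −0.05, −0.17 and 0.08, and miR-10b-5p changed by −0.12. The sign was the other one for miR-22-3p under TMM scaling (0.07), with limma-voom (0.07) and without Wt replicate 1 (0.07), Wt replicate 3 (0.01) or Agt Tg replicate 2 (0.01), for miR-99b-5p without Wt replicate 2 (−0.17) or Agt Tg replicate 1 (−0.03), and for miR-10b-5p under TMM scaling (0.01) and with limma-voom (0.01).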
